# Transcriptome Characterization of Repressed Embryonic Myogenesis Due to Maternal Calorie Restriction

**DOI:** 10.3389/fcell.2020.00527

**Published:** 2020-06-26

**Authors:** Jun He, Ying He, Bing Yu, Xuelian Wang, Daiwen Chen

**Keywords:** embryonic myogenesis, development, transcriptome, myofiber, nutrition

## Abstract

Fetal malnutrition decreases skeletal myofiber number and muscle mass in neonatal mammals, which increases the risk of developing obesity and diabetes in adult life. However, the associated molecular mechanisms remain unclear. Here, we investigated how the nutrient (calorie) availability affects embryonic myogenesis using a porcine model. Sows were given a normal or calorie restricted diet, following which skeletal muscle was harvested from the fetuses at 35, 55, and 90 days of gestation (dg) and used for histochemical analysis and high-throughput sequencing. We observed abrupt repression of primary myofiber formation following maternal calorie restriction (MCR). Transcriptome profiling of prenatal muscles revealed that critical genes and muscle-specific miRNAs associated with increased proliferation and myoblast differentiation were downregulated during MCR-induced repression of myogenesis. Moreover, we identified several novel miRNA-mRNA interactions through an integrative analysis of their expression profiles, devising a putative molecular network involved in the regulation of myogenesis. Interestingly, NC_010454.3_1179 was identified as a novel myogenic miRNA that can base-pair with sequences in the 3′-UTR of myogenic differentiation protein 1 (MyoD1). And we found that this UTR inhibited the expression of a linked reporter gene encoding a key myogenic regulatory factor, resulting in suppression of myogenesis. Our results greatly increase our understanding of the mechanisms underlying the nutrient-modulated myogenesis, and may also serve as a valuable resource for further investigation of fundamental developmental processes or assist in rational target selection ameliorating repressed myogenesis under fetal malnutrition.

## Introduction

Epidemiological studies have indicated that being small for gestational age (SGA) not only leads to increased prenatal and neonatal mortality, but also increases the risk of developing obesity, coronary heart disease, hypertension, and non-insulin-dependent diabetes in adult life (Valdez et al., 1994). Failure of the fetus to achieve its optimal growth potential can have many causes, however, the main reasons involve poor fetal nutrition or lack of adequate oxygen supply to the fetus (Tuuli et al., 2011). Although nearly every fetal organ is affected by being SGA, skeletal muscle is particularly at risk because blood flow and nutrient supply are preferentially allocated to support the growth of vital organs under conditions of fetal malnutrition (Beltrand et al., 2008).

Skeletal muscle development is a highly-ordered process involving a series of separable events including the myogenic progenitor cell determination and proliferation, myoblast differentiation, and subsequent myotube modulation. Suppressed fetal skeletal muscle growth cannot generally be fully compensated for after birth, as individuals who are born with low birth weight usually have reduced muscle mass in adulthood (Yliharsila et al., 2007). Muscle mass is mainly determined by the number and size of myofibers. However, the myofiber number is set at the time of birth and disruption of the myofiber formation cannot be fully rescued (Widdowson et al., 1972). Importantly, increasing evidences has shown that suppressed myogenesis in human fetuses may be a major contributing factor to the increased risk of sacropenia, obesity, and diabetes in later life (Srikanthan and Karlamangla, 2011). The importance of muscle mass and function in numerous diseases underpins the necessity of understanding how the prenatal myogenesis is regulated.

The pig (*Sus scrofa*) is an excellent model species for use in biomedical research as it is closely related to humans in terms of anatomy, genetics, and physiology. Importantly, both species are omnivorous and their organs generally have common functional features. In pigs, the establishment of myofibers involves two major waves of fiber generation, i.e., a primary fiber generation occurring from 35 until 55 days of gestation (dg), followed by a second generation which forms between 55 and 90–95 dg (Wigmore and Stickland, 1983). Studies on pigs and other animal species have shown that fetal nutrition plays a critical role in establishing myofiber number, and insufficient nutrient supply during gestation significantly reduces myofiber number in neonatal animals (Dwyer et al., 1994). Moreover, insufficient fetal nutrient supply can also affect the fiber type composition, generally favoring decreased type II fiber expression (Zhu et al., 2004). However, the mechanisms involved in the restriction of myofiber number and modulation of fiber type resulting from fetal undernutrition are not well understood.

To explore the patterns of embryonic myogenesis and how fetal skeletal muscle growth adapts to nutrient availability, we performed a transcriptome analysis of prenatal skeletal muscles using high-throughput sequencing (Chu and Corey, 2012). We generated skeletal muscle transcriptome profiles for Large White pigs at critical prenatal stages, and used an integrative analysis of miRNA-mRNA profiles to identify several novel miRNA-mRNA interactions. The results highlight the importance of using integrative methods to identify regulated miRNAs and their targets, and contribute to our understanding of the molecular mechanisms underlying the repression of myogenesis associated with fetal malnutrition.

## Results

### MCR Inhibited Primary Skeletal Myofiber Formation During Embryonic Myogenesis

The number of pigs born per litter was not affected by maternal calorie restriction (MCR). However, MCR decreased fetus size in the late gestation period and reduced the birth weight (Supplementary Table S1). To explore the distribution of muscle fibers, a conventional histochemical method based on the sensitivity of actomyosin ATPase to acidic pH (pH 4.35) was used (Brooke and Kaiser, 1970). Sections of the *longissimus* muscles at 35 dg showed typical primary fiber characteristics of Figure 1A. By 55 dg, the primary fibers had increased in size and the secondary fibers had formed on the surface of primary fibers, which is consistent with previous reports that the secondary fibers form at 50∼55 dg (Wigmore and Stickland, 1983). At this stage, the primary fibers comprised the majority of myofibers, however, MCR significantly reduced primary fiber density (Figures 1A,B and Supplementary Figure S1). After 55 dg, the fibers had increased in number but reduced in size, and MCR decreased its density in neonatal pigs. The repressed myofiber formation and reduced birth weight reflect the MCR-induced suppression of prenatal myogenesis.

**FIGURE 1:**
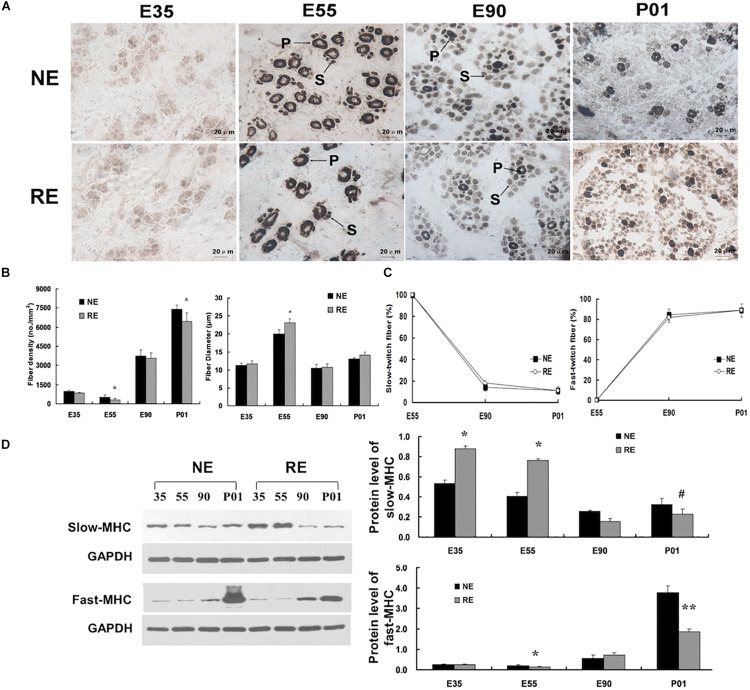
Morphology and Myofiber distribution of the *longissimus* muscles. **(A)** Myofiber morphology of *longissimus* muscles at different developmental stages. Sections were stained by using ATPase staining method. All areas were photographed at a magnification of ×400; NE/RE indicate normal/reduced calorie supply during gestation; E35, E55, and E90 indicate samples collected at 35, 55, and 90 days of gestation (dg), and P01 indicate 1 day post-partum; P, primary fibers; S, secondary fibers. **(B)** Myofiber density and size. **(C)** Ratio of total slow-/fast-twitch fibers at distinct stages. **(D)** Protein levels of slow-/fast-twitch myosin heavy chain (MHC). *P < 0.05, **P < 0.01, ^#^0.05 < *P* < 0.10.

The fiber type composition was determined by an actomyosin ATPase-based method (Brooke and Kaiser, 1970). The fiber types could not be distinguished at 35 dg, as the ATPase activity was not detected at this developmental stage (Figure 1A). At 55 dg, the ATPase activity was mainly present around the periphery of the primitive myotubes and the central area was devoid of myofibrils, indicating that the ontogenesis of type I fibers occurred before that of type II fibers. However, after 55 dg, the percentage of type II fibers has increased and comprised the majority of total myofiber number (Figure 1C). Interestingly, nearly all the primitive myotubes still exhibited central vacuolation at 90 dg under calorie restriction, suggesting that MCR delayed the maturation of skeletal myotubes. Moreover, MCR led to elevated slow-MHC protein levels at 35 and 55 dg. Fast-MHC protein levels were presented in low amounts at the early stage, but increased markedly after 55 dg. Importantly, MCR significantly reduced the protein levels of fast-MHC in neonatal pigs (Figure 1D).

### Transcriptome Profiles Revealed a Critical Developmental Transition During Embryonic Myogenesis

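Polyadenylated RNA of fetal longissimus muscle was sequenced by the authors as 1 library for each diet, normal (NE) or calorie-restricted (RE), at each stage (35, 55 or 90 dg), which gives 6 libraries. The paper states that 1 fetus from each of 4 sows per group was chosen for sequencing, and its text does not say whether their RNA was pooled. The authors trimmed the reads, aligned them to the pig genome with TopHat2, discarded reads with more than 1 genome location, and deposited reads per gene as counts and as RPKM. Total counts were 11091317 in NE35, 11716744 in RE35, 11166688 in NE55, 12985505 in RE55, 12795216 in NE90 and 11764996 in RE90. Between 15135 and 16301 of 19158 gene identifiers had reads, and 11379 identifiers could be paired with a gene symbol. For this work the counts were scaled by TMM and expressed as CPM, and the ratio of 2 libraries is given as log2 with a prior count of 2. Each condition has 1 library, so such a ratio has no replicate check and no p-value, and its 95% counting interval covers counting error only. For gene lists fixed before the deposited tables were examined, the median log2 ratio was placed among 10000 random lists of the same size matched on mean expression. The percentile describes the 2 libraries compared. Values of some list members had already been seen in Supplementary Files S2 to S6 of the paper, so the lists are not blind to these samples. Only stage across both diets and diet across all stages could be tested, over all 6 libraries. The leading gene with a symbol was MYH3, the embryonic myosin heavy chain, in NE35, RE35 and RE55, and TPM2, a tropomyosin of the thin filament, in NE55, NE90 and RE90. The gene with most reads in NE35 has no symbol in the deposited tables.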

For transcriptome sequencing, 26.69 million raw reads were generated, and 21.78 million clean reads remained after filtering. 

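The share of mapped reads in coding sequence is listed per library in Supplementary File S1, where the paper's values run from 57.31% in RE90 to 64.05% in NE90. In the deposited counts, the 10 leading genes took 11.3% of the reads in NE35, 13.2% in RE35, 17.9% in NE55, 17.5% in RE55, 21.9% in NE90 and 20.0% in RE90. TPM2 and TNNC2, both of the contractile apparatus, are among the leading genes of both 90 dg libraries.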

Most reads were mapped to coding regions, indicating that the data were highly reliable (Supplementary File S1). Gene expression levels were calculated and normalized to reads per kilobase of exon model per million mapped reads (RPKM), and differentially expressed genes (DEGs) were identified by using edgeR (Mortazavi et al., 2008; Robinson et al., 2010). Correlations between gene expression patterns for distinct stages were analyzed using the *cor* function in the R package, and a correlation matrix was plotted based on Pearson’s correlation coefficients between paired samples. 

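Across the 18161 genes with an RPKM above 0 in at least 1 library, Pearson's r of log2(RPKM + 1) was 0.967 between NE55 and NE90, which gives a square of 0.934. It was 0.925 between NE35 and NE55 and 0.921 between NE35 and NE90. These are correlations across genes within pairs of libraries, and genes are not independent replicates, so no p-value is given.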

As shown in Figure 2A, the samples from 55 and 90 dg (NE55 and NE90) were initially clustered together, suggesting that their expression patterns were similar (*R*^2^ = 0.934). In contrast, the NE35 transcription profile differed considerably from those of NE55 and NE90, indicating that a critical developmental transition occurred between 35 and 55 dg. 

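With both diets at each stage as replicates and diet as a covariate, 144 genes were higher and 102 lower at 55 dg than at 35 dg among 12805 genes tested (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05). CA3, a carbonic anhydrase of slow muscle, rose by 6.08 on the log2 scale (standard error 0.657, adjusted p = 0.00203 from edgeR), and TMOD4, which caps actin filaments in sarcomeres, rose by 4.86 (standard error 0.62, adjusted p = 0.00443 from edgeR). ART3, CMYA5 and ITPKA were the other leading genes that rose. Among the leading genes that fell, IBSP, a bone sialoprotein, had a log2 fold change of −10.1 (standard error 0.884, adjusted p = 0.0013 from edgeR), and MATN1 and COL9A2, both of cartilage matrix, had values of −7.05 and −6.44. KRT18, a keratin of simple epithelium, and BRINP1 also fell, though BRINP1 did not pass with DESeq2 (adjusted p = 0.116). From 55 to 90 dg, no gene passed the same test, while 677 genes had an unadjusted p under 0.05 and DESeq2 called 47. With 1 library left out that test called from 10 genes (without RE90) to 275 (without RE55). The number of genes called between 35 and 55 dg depended on single libraries, since it was 65 without NE35 and 1425 without RE55.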

More DEGs were identified at the early transition period (NE35/NE55) than in that from 55 to 90 dg. 

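Among 13150 genes with at least 1 CPM in NE35 or NE55, 2056 were more than 2-fold higher and 2265 more than 2-fold lower in NE55. Between NE55 and NE90 the numbers were 1100 higher and 1640 lower among 12445 genes. These numbers rest on the size of the ratio alone. The genes with the largest rise in NE55 were ART3 (log2 ratio 7.96), CA3, CMYA5, TMOD4 and MLIP. Among the genes with the largest fall, BHMT-2, CDH16, KRT18 and KNG1 were at 0 counts in NE55, and these are expressed in epithelia such as kidney tubules and in liver. BHMT-2 was at least 565-fold lower, taking 3 counts as the floor. Between NE55 and NE90 the ribosomal genes RPL36 and RPS15 and the small mitochondrial genes ROMO1 and TOMM7 were among those that rose most, with VAMP8 at a log2 ratio of 2.97. FAM184A had the largest fall (log2 ratio −4.30, counting interval −7.21 to −3.32), followed by FAM8A1, PCDHGB5, OSTN and TBC1D12.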

We analyzed the functional categories of the DEGs using DAVID^1^, and found that the DEGs identified at the early transition period were highly enriched in myogenic processes such as the muscle organ development (6.27%, *P* < 0.001), muscle contraction (8.27%, *P* < 0.01), and fiber formation (9.52%, *P* < 0.01). 

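Sarcomere genes rose together between NE35 and NE55. The median log2 ratio of 20 measured genes shared by all fiber types was 3.18, above all 10000 matched random lists, and all 20 were more than 2-fold higher. The median of 5 genes of fast fibers was 3.21, with CASQ1 at 4.61 and MYBPC2 at 3.87, and that of 5 genes of slow fibers was 0.32. MYH3 rose by 1.39. The 14 measured myogenic regulators had a median of 1.01 (percentile 99.87), led by SIX4 at 2.23, while 14 cell cycle genes had a median of −0.57 (percentile 0.57), led by PLK1 at −1.45. In the quasi-likelihood test over both diets, 11 of the 20 shared sarcomere genes were higher at 55 than at 35 dg, and 19 when adjusted over the list alone. The set test of edgeR and limma (camera) gave an adjusted p of 6.7e-37 for this list with a preset correlation and of 0.332 with an estimated correlation. The design leaves 2 residual degrees of freedom, and with an estimated correlation no list passed in any comparison. That setting therefore cannot decide. The estimated correlation of the shared sarcomere list was 0.688, far above the preset one. If members are correlated to that degree, the preset p is too small. The set test therefore makes no call, and the rise over both diets rests on the single genes that passed. Beside muscle genes, NE35 held markers of other tissues. The 25 measured kidney and mesonephros genes had a median of −6.00 in NE55 against NE35, and 15 cartilage genes a median of −1.78 (both at percentile 0). Of the kidney list, 5 genes had at least 1 CPM in at least 2 libraries, so the direction of most was partly set by the filter. In RE55 against RE35 the medians were 1.86 for shared sarcomere genes, 1.43 for fast fibers, 0.09 for myogenic regulators (percentile 68.02, none above 2-fold higher), −0.40 for the cell cycle, 0.00 for kidney and mesonephros and −4.25 for cartilage, and over both diets 0 of the 14 myogenic regulators passed the edgeR test.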

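In NE90 against NE55, the median log2 ratio was 0.99 for 13 genes of glycolysis and 1.00 for 16 genes of oxidative phosphorylation, both above all 10000 matched random lists. ENO3, the muscle enolase, rose by 2.25 on the log2 scale, PGAM2 by 1.56 and PFKM, the muscle phosphofructokinase, by 1.52. SDHC of respiratory complex II rose by 2.06 and COX5B of complex IV by 1.70. The median of 14 genes of fatty acid oxidation was 0.40 (percentile 96.08). Genes of fast fibers also rose, with a median of 1.53, and genes of connective tissue fibroblasts fell, with a median of −0.76 over 15 genes (percentile 0), led by LUM at −1.91. In RE90 against RE55 the medians were 0.10 for glycolysis (percentile 71.21), 0.24 for oxidative phosphorylation (percentile 91.9) and 0.27 for fibroblasts, with 12 of 15 genes positive. In the edgeR test of 90 against 55 dg over both diets, 0 of 13 glycolysis genes and 0 of 16 genes of oxidative phosphorylation passed. The set test on the latter gave an adjusted p of 3.93e-08 with a preset correlation and of 0.685 with an estimated correlation from limma. With an estimated correlation no list passed, so that value cannot decide. The estimated correlation of the oxidative phosphorylation list was 0.523, far above the preset one, so the preset p may be too small and cannot decide either. Among the 6 mRNA libraries NE90 has the highest share of reads in coding sequence in the paper's list (64.05%), the lowest between genes (13.7%) and the lowest TMM factor (0.768). None of these differences between single libraries has a replicate check.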

Meanwhile, there was a tendency for more DEGs involved in biopolymer metabolism between 55 and 90 dg (Supplementary File S2).

**FIGURE 2:**
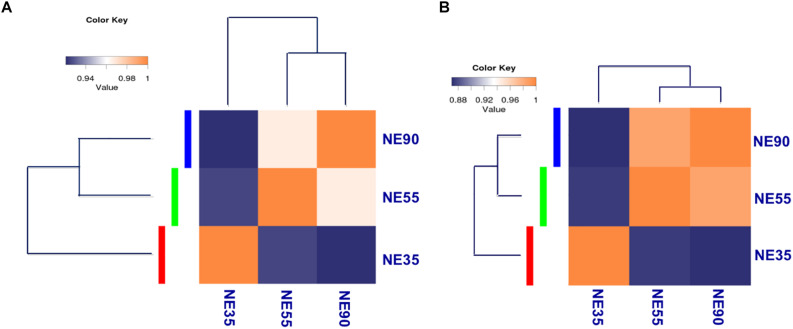
Transcriptome profiling reveals distinct developmental stages during embryonic myogenesis. Sample correlation matrix indicates a sharp transition of gene expression pattern **(A)** and miRNA expression pattern **(B)** between 35 and 55 dg. NE35, NE55, and NE90 indicate samples collected from NE group at 35, 55, and 90 dg, respectively. The correlation of gene expression patterns between distinct stages was analyzed by using cor in R package, and correlation matrix was plotted based on Pearson correlation coefficients between paired samples.

For small RNA-sequencing, 6.4 million reads per sample were generated by RNA sequencing, approximately 96% of which were clean reads. 

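Small RNA of the same 6 conditions was sequenced as 1 library each. The authors trimmed the 3′ adaptor, kept sequences of 16 to 26 nt, counted reads per known miRNA and per candidate miRNA predicted by miRDeep2, and deposited counts and TPM. Total reads on miRNAs were 1522142 in NE35, 2921934 in RE35, 3064554 in NE55, 2019322 in RE55, 2563133 in NE90 and 3811231 in RE90. The deposited TPM are scaled to the reads on mature miRNAs, not to the clean reads. For each pair of libraries Fisher's exact test was applied here to the reads of a miRNA and all other miRNA reads, with p under 0.01 and a fold above 2 as in the paper's methods. This test compares 2 libraries, not the conditions. Ratios of single miRNAs are ratios of TPM, and medians of miRNA lists are of TMM-scaled values, on which the median of all miRNAs in RE35 against NE35 was 0.29. miR-99a, which is abundant in many tissues, was the leading miRNA in each of the 6 libraries, from 7.76% of the reads in NE35 to 14.5% in RE90.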

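The classes of small RNA differed between libraries. In Supplementary File S1, the paper's share of Rfam-annotated reads that were miRNAs was 58.89% in NE35, 84.13% in RE35, 90.35% in NE55, 86.0% in RE55, 84.32% in NE90 and 93.04% in RE90. The paper's share for transfer RNA was 33.52% in NE35 and between 4.34% and 13.15% in the other 5 libraries. The miRNA reads of the deposited table are set against each other within miRNAs here, so that these classes do not enter the ratios.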

After eliminating adaptor and low-quality reads, most clean reads could be mapped to the pig reference genome (Supplementary File S1). Based on miRDeep2 analysis, we identified 415 miRNAs, including 281 known miRNAs and 134 candidate novel miRNAs, at levels of at least 10 reads in at least one of the samples (Friedlander et al., 2012; Kozomara and Griffiths-Jones, 2014). 

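With at least 10 reads in at least 1 library, 414 miRNAs were detected in the deposited table, 280 known and 134 candidates. With at least 5 reads the number was 509, and with at least 10 reads in at least 2 libraries it was 377. Several names share identical reads in all 6 libraries, such as miR-9-1 with miR-9-2 and NC_010454.3_1179 with NW_003613004.1_20509, so these cannot be counted apart.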

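Fisher's exact test called 59 miRNAs higher and 167 lower in NE55 than in NE35, and 2 higher and 25 lower in NE90 than in NE55. The division into higher and lower depends on scaling, since TMM gave 105 higher and 85 lower in NE55. The 9 measured muscle miRNAs had a median log2 ratio of 2.91 in NE55 against NE35 (percentile 99.99). The 4 kidney miRNAs had a median of −6.14 (percentile 0.05), and 15 miRNAs of the imprinted DLK1-DIO3 cluster a median of 2.55 (percentile 100).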

Differentially expressed miRNAs were identified through the Bioconductor package edgeR (Robinson et al., 2010). Interestingly, the correlation matrix showed that the NE35 miRNA expression pattern differed considerably from those of NE55 and NE90 (Figure 2B), which agreed well with the mRNA expression patterns observed during the prenatal myogenesis. Both indicated the occurrence of a critical developmental transition between 35 and 55 dg.

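Across miRNAs with at least 10 reads in at least 1 library, Pearson's r of log2(TPM + 1) was 0.990 between NE55 and NE90, 0.880 between NE35 and NE55 and 0.879 between NE35 and NE90. With both diets as replicates of a stage, 61 miRNAs were higher and 43 lower at 55 than at 35 dg among 377 tested (edgeR quasi-likelihood test, adjusted p under 0.05). miR-1, which promotes myoblast differentiation, rose by 3.11 on the log2 scale (standard error 0.424, adjusted p = 0.0203 from edgeR), and miR-378 rose by 2.53 (standard error 0.194, adjusted p = 0.0179 from edgeR). miR-205, an epithelial miRNA, had a log2 fold change of −9.05 (standard error 0.791, adjusted p = 0.0179 from edgeR), and miR-140-3p, abundant in cartilage, one of −3.70 (standard error 0.427, adjusted p = 0.0201 from edgeR). Of 9 muscle miRNAs, 8 were higher, and 9 when adjusted over the list alone. No miRNA was called without NE35, 2 were called without RE35, 10 without NE55 and 12 without RE55. Between 55 and 90 dg no miRNA passed in edgeR (7 without NE90), while 21 had an unadjusted p under 0.05 and DESeq2 called 3.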

### MCR Represses the Developmental Transition in Early Gestation

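Markers of tissues other than muscle account for the largest differences between RE35 and NE35. Among 13001 genes with at least 1 CPM in RE35 or NE35, 494 were more than 2-fold higher and 1163 more than 2-fold lower in RE35. All 25 measured genes of the kidney and mesonephros list were more than 2-fold lower in RE35, with a median log2 ratio of −5.61, and −5.60 with genes at 0 counts set to their bound. Measured means at least 1 CPM in at least 1 library, which 25 of 34 listed genes had, and 5 had it in at least 2. A gene that reached it in NE35 alone was bound to be lower in RE35, though not by how much. UMOD and SLC22A6, not measured, had 4 and 4 counts in NE35 and 3 and 5 in RE35. CDH16, a cadherin of kidney tubules, had 1604 counts in NE35 and 0 in RE35, at least 508-fold lower. KNG1 had 1049 and 0 counts. The steroidogenic genes CYP11A1 and CYP17A1 had 117 and 116 counts in NE35 and 0 in RE35, and the epithelial marker EPCAM had 1614 and 15. BHMT-2 and AMBP, expressed in kidney and liver, were also among the lowest, with 2 and 0 counts in RE35 against 2251 and 724 in NE35. The genes with the highest ratios were HOXD13 at 4.36, KRT1 at 3.81, MATN1 at 3.03, IBSP at 2.86 and COL11A2 at 2.69, and the 15 cartilage genes had a median of 1.88 (percentile 100). Muscle genes were higher in RE35, with a median of 1.03 over the 20 shared sarcomere genes and of 0.76 over 14 myogenic regulators (both at percentile 100).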

A total of 644 genes were found to be significantly modulated by MCR at 35 dg. In contrast, only 332 and 252 DEGs (NE vs. RE) were identified at 55 and 90 dg, respectively (Supplementary File S3). 

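At 55 dg, 1134 genes were more than 2-fold higher and 1467 lower in RE55 than in NE55 among 12536 genes, and at 90 dg, 1280 were higher and 892 lower in RE90 than in NE90 among 12426 genes. These numbers rest on fold alone, while those of the paper also require P under 0.01. By fold alone the number was lowest at 35 dg, with 1657 genes against 2601 at 55 dg and 2172 at 90 dg. The division depends on scaling, since RPKM gave 1428 higher and 1064 lower at 55 dg and 1919 higher and 511 lower at 90 dg. The shared sarcomere list had a median log2 ratio of −0.48 at 55 dg (percentile 0.68), with TMOD4 at −2.03, LMOD3 at −1.82 and CMYA5 at −1.79. Slow fiber genes were higher in RE at 55 dg (median 1.33, percentile 100), with MYL3 at 1.63, TNNI1 at 1.50 and TNNC1, the slow troponin C, at 1.33, while fast fiber genes were lower (median −0.84, percentile 1.505), with MYBPC2 at −4.27 and CASQ1 at −1.18. FBP2, a fructose bisphosphatase of muscle, was lowest at −6.49, and ART3, KCNQ5 and NR4A3 followed. CORT, DLK2, CLCA1 and PLXNA2 were higher, as was the small nuclear RNA 7SK. Slow fiber genes were lower in RE at 90 dg (median −1.42, percentile 0.01), with TNNC1 at −1.72, MYL3 at −1.61 and TNNI1 at −1.42. Cartilage genes were higher in RE90, with a median of 2.20 (percentile 100), and COL9A2, COL9A1 and COL2A1 were among the highest at 3.52, 3.18 and 3.14. PCDHGB5 was highest at 4.02, FAM180A was at 3.11, and RAB3D (RAB3C in another source of symbols), CENPL, SERF2, ROMO1 and DCTN5 were lowest, between −2.63 and −2.35. Across all 3 stages, with stage as a block, no gene differed by diet in the edgeR quasi-likelihood test, while 300 had an unadjusted p under 0.05 and DESeq2 called 3. The same test called 55 genes without the 55 dg libraries, 18 without those of 90 dg and 0 without those of 35 dg.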

Most DEGs were enriched in biological pathways relating to cellular events, organ development, and nutrient metabolism. 

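The 16 genes of oxidative phosphorylation were lower in RE35 than in NE35, with a median log2 ratio of −0.66, none of the 16 positive, and SDHA at −0.98. They were also lower in RE90 than in NE90, with a median of −0.59 and none positive (percentile 0.8), and at 55 dg their median was 0.27 (percentile 93.31). Among the 6 mRNA libraries, RE90 also has the lowest share of mapped reads in the paper's list (68.84%), the lowest share in coding sequence (57.31%) and the highest in introns (10.82%), while NE90 has the highest share in coding sequence (64.05%). Fatty acid oxidation genes had medians of −0.26 at 35 dg (percentile 0.15), −0.51 at 55 dg (percentile 1.44) and −0.14 at 90 dg, where their mean was 0.03, with ACADM, a medium-chain acyl-CoA dehydrogenase, at −1.45 at 55 dg. Glycolysis genes had medians of −0.21 at 35 dg, where their mean was 0.14, 0.41 at 55 dg and −0.46 at 90 dg. Immediate early genes, which respond within minutes to stimuli and to handling of tissue, were lower in RE35, with a median of −1.65 and FOS at −2.09, and higher in RE90, with a median of 1.11 and NR4A1 at 2.01. Genes of the response to starvation and stress had a median of −0.50 at 35 dg (percentile 0.11). At 35 dg NE35 also held kidney transcripts, a tissue rich in mitochondria, and the deposited counts do not separate tissues.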

Interestingly, the RE35 gene expression pattern was similar to that of RE55 (Figure 3A); as a critical developmental transition was observed between 35 and 55 dg under normal conditions, this result suggested that myogenesis was suppressed as a result of MCR. 

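Pearson's r of log2(RPKM + 1) was 0.968 between RE35 and RE55, 0.965 between RE35 and NE35, and 0.953 between RE35 and NE55. It was 0.967 between RE55 and NE55, 0.973 between RE90 and NE90 and 0.978 between RE90 and NE55. The order of the first pair changes with the scale, since r of RE35 with RE55 minus r of RE35 with NE35 was 0.003 here, −0.062 without logarithm and −0.004 with a pseudocount of 10. From the likeness of RE35 to RE55, beside the transition seen between NE35 and NE55, the paper proposes that myogenesis was suppressed by maternal calorie restriction. The paper also bases this on its histology of myofibers and on birth weight, which were not analysed here.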

The influences of MCR on the transcript levels of genes involved in muscle development and metabolism were depicted in heatmaps (Figures 3B,C), and critical genes were validated by qPCR (Supplementary File S4). For most genes, the qPCR results agreed well with the sequencing data, which further suggested that the sequencing data were highly reliable. 

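Supplementary File S4 gives the paper's qPCR values relative to NE35 for 44 gene names and 35 miRNAs. Of these, 38 gene names could be paired with an identifier in the deposited tables, and FABP1, IGFBP2, LDHB, MYL7, MYOG and WNT5A could not. The direction of the RPKM ratio to NE35 was that of qPCR for 163 of 188 gene values (86.7%), and that of the TPM ratio for 165 of 175 miRNA values (94.3%). Across these values Pearson's r of log2 ratios was 0.857 for genes and 0.946 for miRNAs, and values of 1 name are not independent. For RE against NE at the same stage, the direction was the same for 29 of 38 genes at 35 dg, 25 at 55 dg and 27 at 90 dg. For miRNAs it was the same for 28 of 35, 26 and 18. The replicates behind the qPCR values were not analysed here.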

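In NE35, SPP1, which encodes the secreted phosphoprotein osteopontin, had 6659 counts, and its log2 ratio in RE35 was −1.23 (counting interval −1.29 to −1.16). BMP7, a bone morphogenetic protein made in the developing kidney, was at −0.65 (interval −0.91 to −0.41), PIK3IP1 at −1.94 (interval −2.40 to −1.57) and PPARG, the adipogenic nuclear receptor, at −1.30 (interval −1.74 to −0.93). SIRT1, a deacetylase, had 83 counts in RE35 and 109 in NE35, and its interval of −0.75 to 0.11 includes no change. EGF, whose product is abundant in kidney, has 2 identifiers, with 0 and 10 counts in RE35 and 83 and 231 in NE35. The second had a log2 ratio of −4.18 (interval −5.53 to −3.55). Among NE libraries, SPP1, BMP7 and PIK3IP1 had their highest CPM at 35 dg, SIRT1 at 55 dg, and PPARG and EGF at 90 dg, with PPARG at 55 dg by RPKM and SIRT1 at an RPKM of 4.59 at 55 dg and 4.51 at 35 dg. IGFBP2 could not be paired with an identifier, so no value is given.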

We showed that the expression levels of genes involved in the regulation of progenitor cell migration and proliferation (i.e., *SPP1*, *SIRT1*, *BMP7*, and *PPARG*) and embryonic organ development (i.e., *PIK3IP1*, *IGFBP2*, and *EGF*) peaked at 35 dg, however, at this stage, these genes were down-regulated by MCR. In contrast, the expression levels of *MSTN* and *HDAC4*, negative regulators of myogenesis, were upregulated due to MCR at 35 dg. This may have contributed to repressed primary myofiber formation under conditions of MCR. 

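MSTN, which encodes myostatin, had 103 counts in NE35 and 224 in RE35, a log2 ratio of 1.18 (counting interval 0.85 to 1.55). HDAC4, a class IIa histone deacetylase, had 210 and 346 counts, a log2 ratio of 0.79 (interval 0.54 to 1.05). At 55 dg MSTN was lower in RE, at −0.90 (interval −1.21 to −0.61), and HDAC4 was within counting error, at −0.03 (interval −0.33 to 0.28). At 90 dg HDAC4 had 111 counts in NE and 242 in RE, a log2 ratio of 0.92 (interval 0.60 to 1.26), and MSTN was at −0.35 (interval −0.64 to −0.06). At 35 dg the myogenic regulators MYF6, LBX1 and MYOD1 were also higher in RE, at 1.14, 1.81 and 0.76, as was each of the 14 measured members of that list. Shared sarcomere genes had a median of 1.03 in the same comparison. NE35 also held transcripts of other tissues, and the deposited counts do not separate a change of single genes from the share of muscle in a sample.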

At 55 dg, the expression levels of *VIM*, *STMN1*, and *IGFBP2* were increased following MCR, whereas those of *TPM1*, *TPM2*, *NFAT5*, and *EGF* were downregulated. 

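VIM, which encodes the intermediate filament vimentin, had a log2 ratio of 0.70 in RE55 against NE55 (counting interval 0.69 to 0.71), and STMN1, which encodes a microtubule-destabilizing protein, one of 1.16 (interval 1.13 to 1.19). The tropomyosins TPM1 and TPM2 were lower, at −0.79 and −0.68, and NFAT5 was at −0.92 (interval −1.15 to −0.71). The 2 identifiers of EGF were at −2.89 and −2.76. IGFBP2 has no identifier among those paired, so no value is given. Of 15 fibroblast genes 3 were more than 2-fold lower in RE55, LUM at −2.31, POSTN, which encodes periostin, at −2.26 and COL1A1 at −1.75, while the list had a median of −0.22 (percentile 17.59).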

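In RE90 against NE90, NFAT5, a transcription factor of the osmotic stress response, had a log2 ratio of 0.89 (counting interval 0.69 to 1.10), and MAML1, a coactivator of Notch signaling, one of 0.75 (interval 0.55 to 0.97). SIRT1 had 107 counts in RE90 and 68 in NE90, and its interval of 0.00 to 0.92 starts at no change. Across 26 genes of Notch, WNT and BMP signaling the median was 0.49 (percentile 99.39), with FZD7 at 1.66, BMP6 at 1.64 and JAG1 at 1.07. Markers of other cell types rose with them, with medians of 0.79 for 15 genes of connective tissue fibroblasts (percentile 100, 13 positive), 2.20 for cartilage, 0.87 for tendon and 2.08 for neurons (0.34 over the 4 members with at least 5 CPM), and the deposited counts do not separate cell types.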

Interestingly, MCR led to up-regulation of some myogenesis-related genes at 90 dg (*NFAT5*, *MAML1*, and *SIRT1*). 

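UCP3, which encodes an uncoupling protein of muscle mitochondria, had 15 counts in NE35, 55 in NE55 and 94 in NE90, with a log2 ratio of 2.12 in NE55 against NE35 (counting interval 1.44 to 3.21). In RE it had 2, 50 and 225 counts. PDK4, a kinase that limits the use of pyruvate, rose by 2.51 on the log2 scale from NE35 to NE55 (interval 2.31 to 2.73) and was level from NE55 to NE90 (interval −0.18 to 0.08). PDK4 was lower in RE than in NE at 35 dg (−1.50) and at 55 dg (−2.56), and higher at 90 dg (1.03).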

Two genes involved in energy metabolism, *UCP3* and *PDK4*, were expressed in low amounts at 35 dg, but the expression of both genes was upregulated after this stage. Moreover, two critical glycolytic genes (*HK1* and *LDHB*) were downregulated with MCR at 35 dg, whereas genes with roles in lipid utilization (*LIPE* and *FABP7*) were upregulated at this stage.

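HK1, which encodes a hexokinase, had a log2 ratio of −0.46 in RE35 against NE35 (counting interval −0.51 to −0.41). LIPE, which encodes hormone-sensitive lipase, had 89 counts in RE35 and 75 in NE35, and its interval of −0.14 to 0.78 includes no change. FABP7, a fatty acid binding protein that also marks glia, had 435 and 177 counts, a log2 ratio of 1.36 (interval 1.12 to 1.63). LDHB could not be paired with an identifier, so no value is given. Of 13 glycolysis genes 5 were higher in RE35, of which PYGM, the muscle glycogen phosphorylase, at 1.24 and ENO3 at 1.21 were above 2-fold.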

**FIGURE 3:**
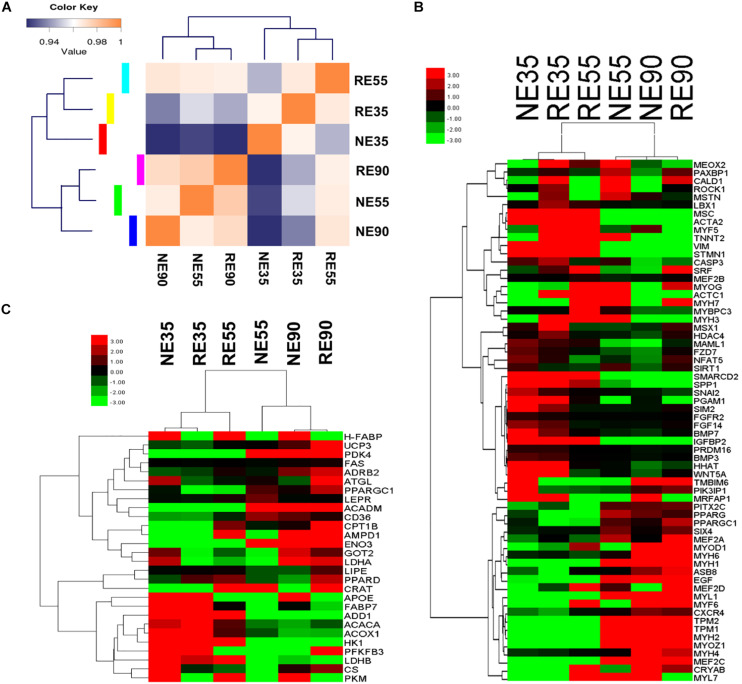
Whole genome expression characterization of the effect of MCR on muscle development. **(A)** Sample correlation matrix indicates the influence of MCR on gene expression patterns. **(B)** Influence of MCR on expression profiling of myofiber development genes. **(C)** Influence of MCR on expression profiling of metabolic type-related genes. NE35, NE55, and NE90 indicate samples collected from NE group at 35, 55, and 90 dg, respectively, RE35, RE55, and RE90 indicate samples collected from RE group at 35, 55, and 90 dg, respectively.

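Fisher's exact test called 10 miRNAs higher and 51 lower in RE35 than in NE35. It called 15 higher and 10 lower at 55 dg, where TMM gave 7 and 21 and clean reads as the total 12 and 13, and 23 higher and 5 lower at 90 dg. The number at 35 dg depends on the library total, since with the clean reads of Supplementary File S1 as the total 87 miRNAs were higher and 27 lower. The lowest miRNAs in RE35 were miR-202-5p, known from gonads, with 2 reads against 530, and miR-192, miR-194b-5p and miR-194a, known from kidney and other epithelia, at log2 ratios of −6.86, −6.38 and −6.31, with the epithelial miR-429 at −4.36. These are markers of tissues other than muscle, as are the genes that were lowest in the same comparison. Across all 3 stages no miRNA differed by diet in the edgeR quasi-likelihood test, while 9 had an unadjusted p under 0.05, DESeq2 called 0 and the same test called 1 without the 90 dg libraries.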

A greater number of differentially expressed miRNAs (NE vs. RE) were identified at 35 dg than at 55 or 90 dg (Supplementary File S5). A correlation matrix showed that the miRNA expression pattern differed between the NE and RE groups (Figure 4A). 

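Across miRNAs, r of log2(TPM + 1) was 0.957 between RE35 and NE35, 0.989 between RE55 and NE55 and 0.982 between RE90 and NE90. It was 0.943 between RE35 and RE55. The 9 muscle miRNAs had a median log2 ratio of 0.76 in RE35 against NE35 (percentile 98.21), −0.16 at 55 dg and −0.40 at 90 dg (with 0 of 9 positive). At 90 dg miR-124a, a miRNA of neurons, had 695 reads in RE90 and 1 in NE90, and miR-9 and miR-183 were at 4.31 and 3.80. The 9 names of the neural list had a median of 0.97 at 90 dg (percentile 99.98). Among them miR-9-1 and miR-9-2 share identical reads, as do miR-129a-5p and miR-129b, so the percentile rests on fewer separate miRNAs.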

The expression profiles of muscle-specific miRNAs are shown in Figure 4B and Supplementary File S4. We found that the expression levels of several muscle-specific miRNAs (miR-10b, miR-106a, miR-221-5p, and miR-222) peaked at 35 dg, however, the expression levels of these miRNAs were downregulated by MCR at this early stage. 

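miR-106a, a member of the miR-17 family, had 1118.2 TPM in NE35, 434.98 in NE55 and 467.01 in NE90, and its log2 ratio in RE35 against NE35 was −0.79 (counting interval −0.89 to −0.70). miR-221-5p had 89.35, 9.14 and 14.83 TPM, with a ratio of −1.11 (interval −1.47 to −0.75), and miR-222 had 146.51, 18.6 and 18.73 TPM, with a ratio of −0.72 (interval −0.98 to −0.45). miR-10b, which lies in a HOX cluster, had 62113.73, 22693.07 and 40298.64 TPM, with a ratio of −0.73, and with TMM scaling its highest NE library is NE90. Only miR-221-5p among these passed 2-fold in Fisher's exact test between RE35 and NE35 (p = 9.36e-10), and with TMM scaling its ratio is −0.86, under 2-fold.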

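In NE libraries, miR-133a-3p had 163.59, 780.22 and 674.97 TPM at 35, 55 and 90 dg, and miR-499-5p, which lies in an intron of a slow myosin gene, had 712.18, 3565.34 and 1796.66. miR-133a-5p was highest at 55 dg by TPM and at 90 dg with TMM scaling. miR-1 had 1171.41, 14490.44 and 15773.55 TPM, miR-23a 2595.11, 4205.25 and 4688.87, and miR-206, which is specific to skeletal muscle, 15913.59, 102667.19 and 122785.05. The rise of miR-1 from 55 to 90 dg was 0.12 on the log2 scale (counting interval 0.10 to 0.14), far below the fold of 2.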

The expression levels of miR-133a and miR-499-5 peaked at 55 dg, whereas those of miR-1, miR-23a, and miR-206 peaked at 90 dg. Interestingly, the expression levels of miR-1, miR-23a, and miR-206 were decreased with MCR at 55 dg. Both the miR-376 and miR-499 were highly expressed at 55 dg, and MCR further increased the expression levels of both miRNAs at this stage. 

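In RE55 against NE55, the log2 ratio was −0.48 for miR-1 (counting interval −0.50 to −0.46), −0.53 for miR-23a (interval −0.58 to −0.49) and −0.82 for miR-206 (interval −0.83 to −0.81). None reached a fold of 2 in TPM, and with TMM scaling miR-206 was at −1.07. At 35 dg the same miRNAs were higher in RE, at 0.97 for miR-1, 0.44 for miR-23a and 0.66 for miR-206.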

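miR-499-5p was higher in RE55 than in NE55, at a log2 ratio of 0.84 (counting interval 0.80 to 0.87), and miR-499-3p was at 1.47 (interval 1.28 to 1.66). Of the miR-376 family, which lies in the DLK1-DIO3 cluster, miR-376a-5p was at 0.84 (interval 0.74 to 0.94) and miR-376a-3p at 0.46 (interval 0.34 to 0.57). miR-376c was at 0.21 (interval 0.00 to 0.43), and at −0.03 with TMM scaling. miR-376b had at most 1 TPM in each library, so no fold is given.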

The DE muscle-specific miRNAs identified in our study offer a valuable point of reference for investigating other functional miRNAs during prenatal muscle development.

**FIGURE 4:**
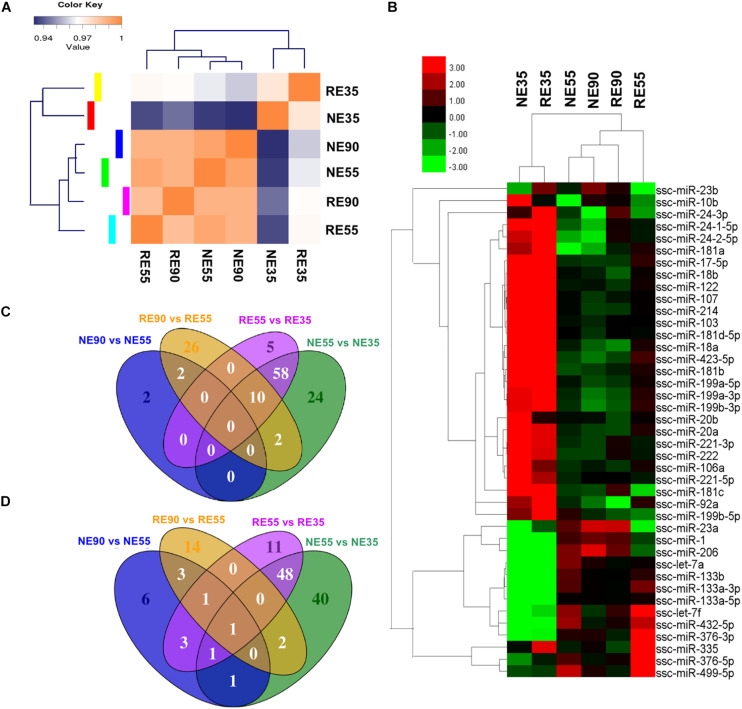
Nutrient-regulated miRNA expression pattern during prenatal muscle development. **(A)** Sample correlation matrix indicates a critical role of MCR in miRNA expression. **(B)** Heatmap shows the influence of MCR on expression profiling of muscle-specific miRNAs. **(C,D)** Venn diagrams show the overlap among DE miRNAs identified in various comparisons [**(C)** shows the upregulated miRNAs, **(D)** shows the downregulated miRNAs]. NE35, NE55, and NE90 indicate samples collected from NE group at 35, 55, and 90 dg, respectively, RE35, RE55, and RE90 indicate samples collected from RE group at 35, 55, and 90 dg,

The expression profiles of all DE miRNAs were depicted in a heatmap (Supplementary Figure S2). The expression patterns of miRNAs such as the miR-424-5p, NC_010447.4_14168, and NC_010448.3_14733 were similar to that of miR-221-5p, a muscle-specific miRNA that has been shown to promote cell cycle progression and proliferation (Liu et al., 2009). These miRNAs were highly expressed at 35 dg, however, their expression were decreased at this stage following MCR. 

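miR-424-5p had 7690.06 TPM in NE35 and 3358.46 in NE55, with a log2 ratio of −0.45 in RE35 against NE35 (counting interval −0.49 to −0.42). The candidates fell far more steeply. NC_010447.4_14168 had 787.07 TPM in NE35, 47.57 in RE35 and 0.33 in NE55, and NC_010448.3_14733 had 3436.05, 207.06 and 4.24. Their log2 ratios in RE35 against NE35 were both −4.05. Between the same libraries the 4 kidney miRNAs had a median of −5.96 and the 2 epithelial miRNAs one of −2.24.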

The expression patterns of miR-362, miR-542-5p, and NW_003539007.1_21524 were similar to those of miR-133 family members and their expression levels peaked at 55 dg. Additionally, the expression patterns of miR-338 and miR-378b-3p were similar to that of miR-206, suggesting that they may have a similar role in the regulation of myoblast differentiation (Chen et al., 2006; Tauli et al., 2009). 

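miR-362 had 3838.79, 8808.93 and 9597.79 TPM in NE35, NE55 and NE90, and NW_003539007.1_21524 had 818.61, 2359.93 and 2789.6. Both were highest at 90 dg, and the rise from 55 dg was 0.12 and 0.24 on the log2 scale. miR-542-5p had 5.91, 14.36 and 14.83 TPM, and its change from NE55 to NE90 was within counting error (interval −0.62 to 0.71). For comparison, miR-133b had 8672.26, 49377.65 and 41983.72 TPM.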

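miR-338 had 0.66, 32.96 and 34.72 TPM in NE35, NE55 and NE90, and its log2 ratio in RE55 against NE55 was −1.36 (counting interval −2.04 to −0.72, p = 4.57e-06 from Fisher's exact test on these libraries). miR-378b-3p had 70.3, 503.51 and 470.92 TPM and a ratio of −0.96 in RE55 (interval −1.11 to −0.82). At 90 dg both were higher in RE, at 0.62 and 0.42, while miR-206 was lower, at −0.32.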

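In RE55 against RE35 Fisher's exact test called 72 miRNAs higher and 75 lower, which depends on scaling, since TMM gave 80 and 57 and clean reads as the total 41 and 127. Among 690 miRNAs tested in both diets, 51 were higher at 55 dg in both NE and RE, where 6.16 would be shared by independent lists, and 62 were lower in both, where 17.7 would be. The 690 include many miRNAs with few reads, which are seldom called, so these expected numbers are lower than they would be over callable miRNAs alone. With TMM 73 were higher in both and 39 lower in both. Together 113 miRNAs were called in the same direction in NE and RE, and 1 was called in opposite directions. The libraries of the diets are not shared between these comparisons.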

Venn diagrams displaying the overlap among the DE miRNAs identified are presented in Figures 4C,D. Interestingly, 106 DE miRNAs showing differential expression between NE55 and NE35 overlapped with those differentially expressed between RE55 and RE35, suggesting that their expression is more likely to be time-dependent. Some muscle-specific miRNAs (miR-133a, miR-206, miR-221, and miR-499) were included in this category. Moreover, 64 DE miRNAs were only identified between NE35 and NE55, whereas 16 DE miRNAs were only identified between RE35 and RE55, suggesting that their expression is more sensitive to nutrient availability at the early stage. 

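miR-206 rose by 2.69 on the log2 scale from NE35 to NE55, miR-133a-3p by 2.25 and miR-499-5p by 2.32. miR-221-5p had a log2 ratio of −3.29 and miR-221-3p one of −2.14. miR-133a without an arm is not listed in the deposited table, so the arms are given.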

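In the deposited reads 108 miRNAs were called between NE35 and NE55 alone and 33 between RE35 and RE55 alone. Of the 108, 95 had the same direction in RE and 62 were beyond 1.5-fold there. Of the 33, 27 had the same direction in NE and 22 were beyond 1.5-fold. A call in one diet and not in the other is not a test of the difference between diets, and that difference was not tested. With TMM scaling the numbers were 74 and 22. The paper proposes from its calls in 1 diet alone that nutrient availability affects these miRNAs early in gestation.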

Complete list of DE miRNAs for various comparisons is provided in Supplementary File S6.

### Nutrient-Modulated Regulatory Network Controlling Embryonic Myogenesis

To further explore the mechanisms underlying the MCR-induced repression of myogenesis, we performed an integrated analysis of the miRNA and mRNA expression profiles. The targets of DE miRNAs (NE vs. RE) were identified based on sequence complementarity and free energy of the predicated RNA duplex (Kertesz et al., 2007). The prediction was further refined by analyzing the negative regulatory relationship between miRNAs and target mRNAs, and a non-parametric index indicating statistical coefficient for a small number of measures was used to estimate the degree of anticorrelation between putative miRNA-mRNA pairs (Wang and Li, 2009; Xin et al., 2009). The filtering criterion was set at a correlation coefficient < −0.58 and a *P* < 0.05. A total of 6,139 miRNA-mRNA regulatory pairs comprising 65 miRNAs and 2,505 mRNAs were identified and found to be modulated following MCR (Supplementary File S7). In addition to the known miRNA-mRNA pairs, some novel regulatory pairs with roles in signaling pathways critical for myogenesis (i.e., BMP, WNT, mTOR, MAPK, and Notch signaling pathways) were identified (Figure 5). These results offer an overview of the global changes occurring in the myogenic regulatory network in response to MCR.

**FIGURE 5:**
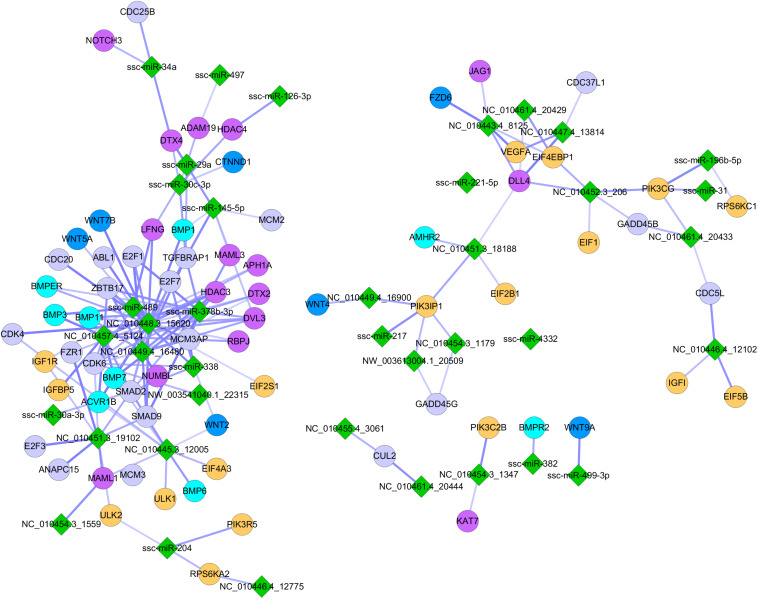
Influence of MCR on critical signaling pathways involved in embryonic myogenesis. Green diamonds indicate DE miRNAs identified between NE and RE group; Dots with different colors indicate miRNA targeted genes involving in different myogenic signaling pathways (gray: MAPK signaling pathway; yellow: mTOR signaling pathway; purple red: Notch signaling pathway; navy blue: WNT signaling pathway; wathet blue: BMP signaling pathway).

A recent study indicated that miRNAs can be “fine-tuners” of mRNA expression, leading to weak individual associations between miRNA and mRNA expression (Van Iterson et al., 2013). In this study, we introduced a “miRNA-TF-mRNA” regulatory loop, which increased the number of biologically relevant miRNA targets. Through searching the Animal Transcription Factor DataBase (TFDB)^2^, 101 TFs, including two critical for the regulation of myogenesis (MYOD1 and MEF2A), were identified among the 2,505 DE mRNAs. These TFs are targeted by 38 miRNAs (Supplementary File S8). 

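Supplementary File S8 lists 243 pairs of 38 miRNAs and 101 transcription factors, and all could be matched to the deposited tables. Over the 6 conditions, Spearman's rho between TPM of the miRNA and RPKM of the factor was negative for 237 pairs, with a median of −0.657, and at or below −0.58 for 158 pairs (65.0%). Over all 3838 combinations of these miRNAs and factors, 698 (18.2%) were at or below that value. The study itself chose the pairs by their negative correlation, and it is not known whether on these libraries alone, so the count is not taken as independent evidence. Single pairs were not tested here for significance.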

The targets of the TFs were identified based on their coexpression relationships measured by Pearson’s correlation using the R package. Criteria for selection were a correlation coefficient > 0.90 and *P* < 0.01. 

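Between the 101 transcription factors and 13096 genes with an RPKM of at least 1 in at least 1 library, 41005 pairs over 6 libraries had a Pearson's r above 0.90 with p under 0.01, a limit that needs r of 0.917. They comprised all 101 factors and 7992 genes. When the order of libraries was permuted for the factors, the median was 9769 pairs and the highest of 100 permutations 36866, and none reached the real number. Neighbouring stages and shared libraries tie the values of all genes together, so pairs are not independent of each other. With 5 libraries the same p needs r of 0.959, a stricter limit. Without NE35 the number at that limit was 22402. Of 100 permutations 2 gave exactly this number, as the real order drawn again would, and none gave more.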

More than 20,000 TF-mRNA pairs containing 49 TFs and 4,097 mRNA targets were identified (Supplementary File S9), suggesting that a complicated and cross-linked regulatory network exists during embryonic myogenesis. As shown in Figure 6, miR-338 and miR-378-3p stood out amongst the selected miRNAs, as their expression patterns were similar to those of muscle-specific miRNAs (i.e., miR-1 and miR-206) and were indicated to regulate the expression of several myogenic genes. Moreover, some novel miRNAs such as NC_010454.3_1179 and NC_010448.3_15620 were also identified as regulating the expression of several myogenic genes, implying that they are also critical for prenatal muscle development.

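miR-378, an entry without an arm in its name and apart from miR-378b-3p, had 929.64, 4941.75 and 5596.76 TPM in NE35, NE55 and NE90, and its log2 ratio in RE55 against NE55 was −0.27 (counting interval −0.31 to −0.23), while miR-378b-3p, which Supplementary File S8 lists, was at −0.96. In edgeR's quasi-likelihood test over both diets miR-338 rose by 4.79 on the log2 scale from 35 to 55 dg (standard error 0.814, adjusted p = 0.0269).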

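NC_010454.3_1179 had 99.21 TPM in NE35, 262.84 in RE35, 144.56 in NE55, 106.97 in RE55, 28.48 in NE90 and 53.79 in RE90. MYOD1, the myogenic transcription factor that the paper pairs with it, was higher in RE35 than in NE35 together with the miRNA. Over the 6 libraries Pearson's r between them was −0.485 (exact permutation test over 720 pairings, two-sided p = 0.325, adjusted p = 0.642 over 4 pairs) and Spearman's rho −0.543 (exact permutation p = 0.297). Without RE35 and NE90, the libraries farthest from the median of the miRNA, r was −0.753 (exact permutation p = 0.25), and without both 90 dg libraries it was 0.278. For the other pairs that the paper tested by luciferase, which were chosen here after seeing the data, r was −0.198 for MEF2D and NC_010447.4_13814, −0.498 for SRF and miR-30c-3p and 0.348 for HDAC4 and NC_010454.3_1347 (exact permutation p = 0.642, 0.332 and 0.499). Without both 35 dg libraries r for SRF and miR-30c-3p was −0.962 (exact permutation p = 0.0417, the lowest that 24 pairings allow). NC_010448.3_15620 had 3.28, 26.76 and 24.19 TPM in NE35, NE55 and NE90, and its log2 ratio in RE55 was −0.90 (counting interval −1.56 to −0.27).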

**FIGURE 6:**
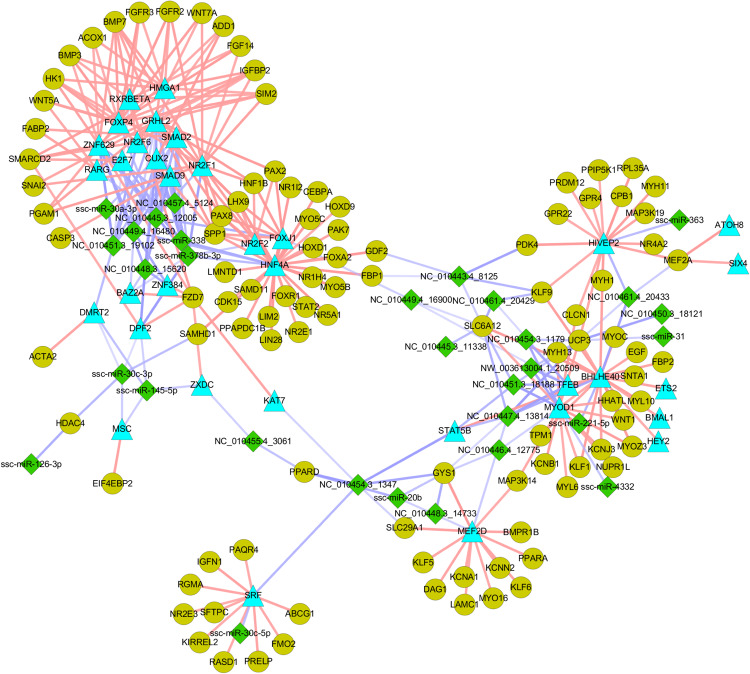
The nutrient-modulated miRNA-TF-mRNA regulatory loop associated with skeletal muscle development. Green diamonds indicate DE miRNAs identified between NE and RE group; Blue triangles indicate miRNA targeted TFs that are potentially involved in myogenesis; gray-green dots indicate potential target of the TFs that are involved in myogenesis. The miRNA-mRNA regulatory pairs were identified by using sequence-based target prediction and negative correlation of miRNA-mRNA profiles, and the targets of TFs were identified based on their regulation relationships as described in “Materials and Methods” section.

### NC_010454.3_1179 Is a Novel miRNA Involving in the Regulation of Myogenesis

Some critical miRNA-mRNA interactions were validated through luciferase reporter assays. MYOD1 is the master regulator of myoblast differentiation. We showed that the *MYOD1* can be a direct target of NC_010454.3_1179, as transfection with miRNA mimics resulted in significant reductions in relative luciferase activity for *MYOD1*-expressing plasmids when compared with negative control miRNA (random miRNA sequence) and the no-insert control (Figure 7A). Another critical myogenic factor, MEF2D, which was previously reported to be targeted by miR-218 (Cao et al., 2015), was a direct target of NC_010447.4_13814. While SRF and HDAC4 were shown to be targets of miR-30c-3p and NC_010454.3_1347, respectively.

**FIGURE 7:**
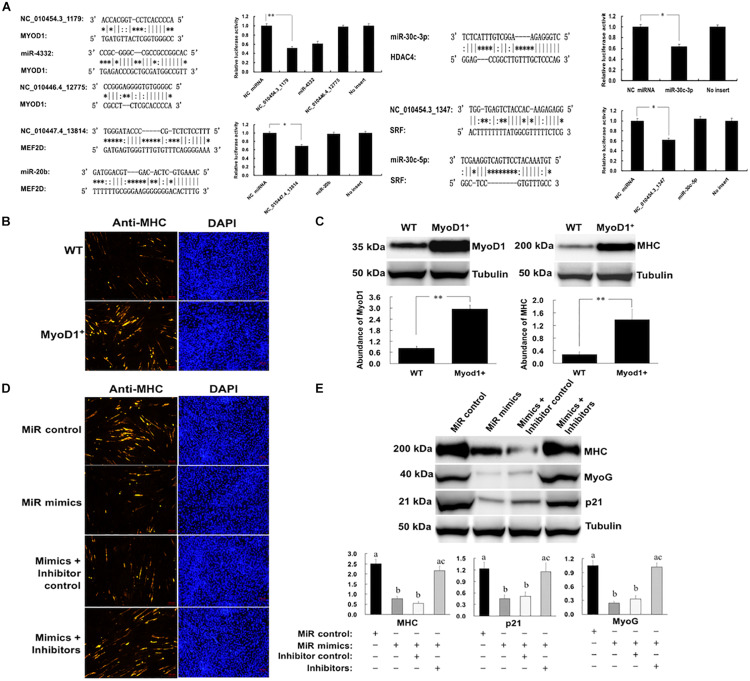
Regulation of porcine myogenesis by NC_010454.3_1179. **(A)** Validation of critical novel miRNA-mRNA regulatory pairs by luciferase assays. HEK293 cells were transfected with miRNA mimics and plasmids carrying the 3′UTR of target genes. NC: negative control miRNA (^∗^*P* < 0.05, ^∗∗^*P* < 0.01); **(B)** Effect of MyoD1 overexpression on myogenesis. The porcine myoblasts cultured in growth medium were electroporated with plasmid pcDNA.3.1 (WT) or pcDNA.3.1-MyoD1 (MyoD1^+^). Cells were continuously cultured in growth medium for 24 h after transfection and then transferred to differentiation medium for 36 h before immunostaining for MHC. **(C)** Shows the western blot analysis of the MyoD1 and MHC in the WT and MyoD1^+^ cells (^∗^*P* < 0.05, ^∗∗^*P* < 0.01). **(D,E)** Cells were electroporated with miRNA mimics, miRNA inhibitors, or their controls. Cells were cultured in growth medium for 24 h after transfection and then transferred into differentiation medium for 12 before western blot analysis of p21 and MyoG, or 36 h before western blot analysis for MHC (^a,b^Means in a same column with different letters differ significantly, *P* < 0.05).

The biological functions of the NC_010454.3_1179 in skeletal muscle development were further investigated, as *MYOD1* plays a vital role in myogenesis. We first validated the role of MYOD1 in the regulation of myogenesis. The *MYOD1* gene (containing the 3′-UTR) was overexpressed in porcine myoblasts and its expression validated by western blot. As shown in Figures 7B,C, overexpression of *MYOD1* in myoblasts significantly increased the levels of MYOD1 protein in these cells, resulting in enhanced myogenesis, as indicated by an increase in myosin heavy chain (MHC) expression. We then transfected myoblasts with NC_010454.3_1179 mimics and observed a significant reduction in the expression of the myogenic marker genes *MHC* and *MYOG* (Figures 7D,E). The expression of p21, a major MYOD1 target that plays a critical role in cell cycle regulation, was also downregulated after transfection of this miRNA. We showed that the NC_010454.3_1179-mediated inhibition of myogenesis was specific, because transfection the cells with a control miRNA showed no effect. In addition, specific miRNA inhibitors introduced into the cells abolished the ability of NC_010454.3_1179 to suppress the expression of myogenesis-related genes (Figures 7D,E). Together with the luciferase assays, these results suggest that the NC_010454.3_1179 is a novel miRNA that regulates myogenesis by targeting *MYOD1*.

## Discussion

To the best of our knowledge, this is the first report showing the transcriptome dynamics of the porcine prenatal muscles and how prenatal myogenesis adapts to nutrient availability. Very high-quality high-throughput sequencing data was obtained, and the expression patterns of a number of selected genes and miRNAs identified by qPCR and RNA-Seq agreed well. This suggested that our sequencing data was reliable and could be utilized for a comprehensive analysis of gene expression profiles. In pigs, postnatal muscle growth is mainly determined by the total number of myofibers, which is further determined by two major waves of fiber generation, i.e., a primary generation from 35 to approximately 55 dg, and a secondary generation from about 55 to 90 dg (Wigmore and Stickland, 1983). This indicates that the 35, 55, and 90 dg time points are critical for embryonic myogenesis. The mRNA-miRNA transcription profiles at 35 dg differed considerably from those at 55 and 90 dg, indicating that significant differences exist between primary and secondary myofiber formation in pigs.

Primary myotube formation is a complex biological process that is regulated by numerous genes and pathways. We found that several protein-coding genes involved in myofiber formation were expressed in a time-dependent manner, acting sequentially in myogenic differentiation or modulation. The regulators of muscle precursor cell proliferation, SPP1 and SIRT1, were highly expressed at 35 dg and their expression levels were significantly higher in the NE35 group than in the RE35 group (Rathbone et al., 2009; Sang-Hyun et al., 2012). Moreover, some genes with critical roles in embryonic development (*PIK3IP1*, *IGFBP2*, and *EGF*) were also downregulated at 35 dg following MCR. The transmembrane protein PIK3IP1 plays a key role in the PI3K/AKT/mTOR signaling pathway, whereas the IGFBP2 and EGF promote DNA synthesis and cell proliferation (Fisher et al., 2005; Song et al., 2015). Interestingly, MCR led to the upregulation of *MSTN*, the major inhibitor of early stage skeletal muscle development (McPherron et al., 1997). These results can explain the molecular basis for the MCR-mediated repression of skeletal myofiber formation during early gestation.

Secondary fibers had formed on the surface of the primary fibers by 55 dg, and histochemical analysis showed that differences in fiber number and size exist between NE and RE groups. Some myogenesis-related genes (*LBX1*, *STMN1*, *IGFBP2*, *PIK3IP1*, and *SPP1*) that were highly expressed at 35 dg, were downregulated at 55 dg. However, the expression levels of some genes coding for myogenic regulatory factors (*MYOG*, *MYF6*, *MEF2A*, and *MEF2C*) peaked at this stage. This was likely due to the continued proliferation and differentiation of myoblasts, as they only undergo terminal differentiation between 65 and 77 dg (Zhao et al., 2011). 

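LBX1, a transcription factor of migrating muscle precursors, had 10 counts in NE35 and 6 in NE55, and its counting interval of −2.07 to 1.27 includes no change. From NE35 to NE55, SPP1 changed by −1.56 on the log2 scale, PIK3IP1 by −1.31 and STMN1 by −0.61. By CPM, STMN1 was higher again in NE90 than in NE55, at 0.94.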

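From NE35 to NE55, MEF2C rose by 2.11 on the log2 scale and MEF2A by 1.27, and from NE55 to NE90 both were slightly lower, at −0.17 and −0.25. MEF2A has 2 identifiers, and the values are those of the identifier with more counts. MYF6 rose by 2.00 and again by 0.85 (counting interval 0.72 to 0.98), so its highest NE library was NE90. MYOG could not be paired with an identifier, so no value is given.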

When myoblasts cease to proliferate, continuation of muscle development involves growth without cell division (Saucedo and Edgar, 2002). Vimentin, the major intermediate filament protein during the early phase of myogenesis, is downregulated as myogenic differentiation proceeds (Cary and Klymkowsky, 1994). We found that *VIM* expression levels were higher in the RE55 group than in the NE55 group. However, the expression levels of *TPM1* and *TPM2*, two genes with roles in myofiber contraction, were downregulated by at the same stage following MCR (Perry, 2001). Moreover, MCR led to the upregulation of the myogenic genes *NFAT5*, *MAML1*, and *SIRT1* at 90 dg. The NFAT5 protein has a combinatorial role in myoblast migration and differentiation, whereas MAML1 functions as a co-activator for MEF2C-mediated transcription and is required for normal myogenesis (Shen et al., 2006; Song et al., 2015). Taken together, these results indicated that significant differences in gene expression patterns exist between primary and secondary fiber formation, and furthered our understanding of the mechanisms underlying the MCR-induced delayed in myotube maturation.

Accumulating evidence has shown that miRNAs have critical roles in the regulation of myogenesis (Chen et al., 2006; Cardinali et al., 2009). In this study, several muscle-specific miRNAs were identified and found to be differentially expressed during prenatal myogenesis. MiR-221 and miR-222 were highly expressed at 35 dg and were subsequently down-regulated at 55 and 90 dg, which agreed well with a previous report indicating that both these miRNAs were downregulated during the transition from proliferation to differentiation (Cardinali et al., 2009). Reductions in the levels of miR-221 and miR-222 are associated with elevated expression of two critical cell cycle inhibitors, p27 and p57 (Cardinali et al., 2009; Liu et al., 2009). The expression of miR-133 peaked at 55 dg, whereas that of miR-1 and miR-206 peaked at 90 dg. These miRNAs act sequentially in the regulation of cell proliferation and myoblast differentiation (Chen et al., 2006; Cardinali et al., 2009). Interestingly, MCR greatly influenced miRNA expression patterns. MiR-106a and miR-221 were downregulated at 35 dg following MCR, whereas miR-1, miR-23a, and miR-206 were downregulated at 55 dg. Although the relevant molecular mechanisms remain unclear, changes of muscle-specific miRNAs involved in myoblast proliferation and differentiation at specific stages is indicative of the existence of novel mechanisms underlying the MCR-mediated repression of myogenesis.

In recently years, numerous algorithms have been developed for miRNA target prediction, and most predictions are based on sequence information and empirically derived rules such as the sequence alignment, sequence conservation between species, and calculation of free energy for miRNA-mRNA complexes (Griffiths-Jones et al., 2008; Friedman et al., 2009; Yue et al., 2009). However, the targets generated by these methods overlap poorly with the small number of validated targets. In this study, we present an integrated approach for adding biological relevance to miRNA target predictions by taking into account the expression of both miRNAs and mRNAs. Moreover, a “miRNA-TF-mRNA” regulatory loop was introduced in this work, which significantly increased the number of biologically relevant miRNA targets. Several novel miRNA-mRNA interactions involved in myogenic signaling pathways were identified, indicating that a complicated and cross-linked regulatory network exists during embryonic myogenesis. Importantly, we further validated the biological functions of several critical regulatory pairs critical for myoblasts differentiation, and found that NC_010454.3_1179 is a novel miRNA that can inhibit myogenesis by downregulating MYOD1. These results not only highlight the importance of using an integrated approach to identify regulatory miRNAs and their targets, but also contribute to our understanding of the molecular mechanisms underlying the repression of myogenesis induced by fetal undernutrition.

In summary, we found that MCR inhibited embryonic myogenesis through the downregulation of critical genes and muscle-specific miRNAs associated with increased cell growth and myoblast differentiation during early gestation in the pigs. An integrative analysis of miRNA and mRNA profiles was used to devise a putative molecular network involved in MCR-mediated regulation of myogenesis. Moreover, we identified NC_010454.3_1179 as a novel miRNA that can suppress myogenesis by downregulating *MYOD1* expression. Our results increased our understanding of how embryonic myogenesis is regulated; the results will also serve as a valuable resource for further investigation of fundamental developmental processes, as well as assist in rational target selection to ameliorate the repression of myogenesis induced by fetal malnutrition.

## Materials and Methods

### Animal Housing and Sample Collection

All procedures involving animals were conducted according to the Regulations for the Administration of Affairs Concerning Experimental Animals (Ministry of Science and Technology, China, revised in June 2004). Forty Large White sows (all sows were selected from the second parity) with an initial body weight of 135.54 ± 3.27 kg were mated with the same boar from the corresponding breed. After mating, the sows were randomly allocated to two groups (*n* = 20) and fed either with a normal diet (3.4 kcal/kg, NE) or an energy-restricted diet (3.0 kcal/kg, RE) diet. There were no discrepancies for the other nutrient components between the two diets (Supplementary Table S2). The daily feed intake was adjusted based on dg, as following: 0–30 dg, 2.0 kg; 31–90 dg, 2.4 kg; and 91–114 dg, 3.0 kg. Sows were housed individually and allowed free access to water. At 35, 55, and 90 dg, four sows from each group were euthanized *via* anesthesia and fetuses were collected. The fetus number and size (e.g., fetus weight and length) were measured. Other sows (eight for each group) were continuously fed till delivering and the reproductive performance (e.g., average number of newborn pigs and average birth weight) were recorded. For histomorphological and sequencing analysis, one fetus (with a fetus weight near to average fetus weight) from each sow was selected (*n* = 4).

### Histochemical Analysis

The *longissimus* muscle was removed from each of the fetuses or neonatal pigs (between the 9th and 10th ribs). A complete cross-section was taken from the muscles and frozen in liquid nitrogen-cooled isopentane. Sections (10 μm) were cut on a microtome (YD-1900, Jinhua YIDI Medical Appliance Co., Jinhua, China) at −20°C and stained with haematoxylin and eosin. Sampling of each section was performed using 12 randomly chosen areas. Each area was photographed at ×200 and ×400 magnifications. The lower magnification pictures (0.7 mm^2^) were used to obtain the mean number of fiber per unit area (density). The higher magnification pictures were used to obtain the mean fiber diameter. Approximately 120 fibers were measured from each section. To explore the distribution of muscle fiber types (slow- or fast-twitch fibers), a conventional histochemical method based on the sensitivity of actomyosin ATPase to acidic pH (pH 4.35) was used (Brooke and Kaiser, 1970).

### Western Blot Analysis

Protein extracts from muscle samples were separated by 10% SDS-PAGE after adding 5 × Laemmli sample buffer and boiling. The separated proteins were transferred onto a PVDF membrane and probed with rabbit polyclonal antibodies against slow-MHC (ab11083, Abcam), fast-MHC (ab91506, Abcam), MYOD1 (ab16148, Abcam), MYOG (ab1835, Abcam), and p21 (ab109199; Abcam). Horseradish peroxidase (HPRP)-conjugated goat anti-rabbit IgG (Santa Cruz Biotechnology) was used as the secondary antibody. For quantification, glyceraldehyde 3-phosphate dehydrogenase (ab8245, Abcam) or tubulin (ab52866, Abcam) was selected as the internal standard. Bound antibodies were detected using the ECL Prime western blotting detection reagent (GE Healthcare) on a CCD-based imager (ImageQuant LAS 4000, GE Healthcare).

### RNA Preparation, Library Construction, and Sequencing

Total RNA was isolated by using Trizol reagent (Invitrogen, Carlsbad, CA, United States) and treated with RQ1 DNase (Promega) to remove DNA. The quality and quantity of the purified RNA were determined by using measuring the absorbance at 260 nm/280 nm (A260/A280) using SmartSpec PLus (Bio-Rad). RNA integrity was further verified by 1.5% agarose gel electrophoresis. PolyA^+^ RNA was purified from 10 μg of the total RNA using Magnetic Oligo (Dt) Beads (Invitrogen). Purified mRNAs were iron-fragmented at 95°C followed by end repair and 5′ adaptor ligation. Reverse transcription (RT) was then performed with RT primers harboring the 3′ adaptor sequence and randomized hexamers in the RNA-Seq Library Preparation Kit for Whole Transcriptome Discovery (Illumina-ompatible). The cDNAs were purified and amplified, and the products corresponding to 200–500 bps were purified, quantified, and stored at −80°C until used for sequencing. For high-throughput sequencing, the libraries were prepared following the manufacturer’s instructions (Illumina, San Diego, CA, United States) and applied to an Illumina Nextseq 500 system for 150-nucleotide (nt) paired-end sequencing by Ablife Inc. (Wuhan, China).

Additionally, 3 μg of total RNA was used for small RNA cDNA library preparation with the Balancer NGS Library Preparation Kit for small/microRNA (GnomeGen) following the manufacturer’s instructions. Briefly, RNAs were sequentially ligated to 3′- and 5′-end adaptors, reverse transcribed to cDNA, and amplified by PCR. The entire library was applied to 10% native PAGE gel electrophoresis and bands corresponding to microRNA insertions were cut and eluted. After ethanol precipitation and washing, the purified small RNA libraries were prepared following the manufacturer’s instructions (Illumina, San Diego, CA, United States) and applied to an Illumina Nextseq 500 system for 150 nt paired-end sequencing by Ablife. Inc. The sequencing data have been submitted to the NCBI Gene Expression Omnibus (GEO) under accession number GSE81751^3^.

### Analysis of Sequencing Data

The raw RNA-seq data were trimmed by removing adaptor tags, low quality tags (with a quality score < 20), and short tags (<16 nt) using the FASTX-Toolkit (version 0.0.13). The clean reads were then mapped to the pig reference genome (Sscrofa10.2) using TopHat2 software (Kim et al., 2013). Based on gene annotation, aligned reads with more than one genome location were discarded. Uniquely localized reads were used to calculate read number and RPKM (Mortazavi et al., 2008). Other statistical results, such as gene coverage and depth and read distribution around start and stop codons, were also obtained. Differentially expressed genes (DEGs) between the test and control samples were analyzed using edgeR (Robinson et al., 2010). The threshold for DEG selection was set as fold change > 2 and *P* < 0.01.

MiRNA analysis was performed using custom Perl scripts and novel miRNAs were predicted by miRDeep2 (v2.0.0.5) (Friedlander et al., 2012). After trimming the 3′ adaptor sequence, all sequences ranging in length from 16 to 26 nt were recorded in a non-redundant file along with copy number. For novel miRNA prediction, the miRDeep2 score cutoff was set to the default value. Differential miRNA expression analysis was performed by Fisher’s exact test. A *P* < 0.01 and fold change > 2 were set as the threshold to define DE miRNAs.

### q-RT-PCR Validation of Differentially Expressed Genes and miRNAs

Total RNA (50 ng) was reverse-transcribed by using Taqman MicroRNA Reverse Transcription Kit (Ambion). Comparative real-time PCR was performed in triplicate using the Taqman Universal PCR Master Mix (Ambion) on the Applied Biosystems 7500 FAST real-time PCR system. Mature miRNA-specific primers and probes were obtained from Riobio Inc. (Riobio Inc., Guangzhou, China). Normalization was performed using RNU6B primers and probes. Relative expression was calculated by the comparative CT method (Livak and Schmittgen, 2001). For real-time PCR analysis of DEGs, total RNAs was reverse-transcribed using a two-step RT-PCR kit (Takara), and expression levels were normalized to that of *GAPDH*. The primers used in this study are shown in Supplementary File S10.

### Functional Enrichment Analysis

Differentially expressed genes were submitted to the DAVID web server^4^ for enrichment analysis (Huang et al., 2009). Enrichment clusters were sorted by the enrichment score in descending order. Categories within clusters were sorted by *P*-value in ascending order. Fold enrichment, Bonferroni and Benjamini corrected *P*-value, and false discovery rate (FDR) were also presented for each category within each cluster. Hierarchical gene set clustering was performed by Cluster3.0. Java TreeView was used to generate a heatmap based on a gene list. Other statistical results were obtained by R software.

### miRNA Target Prediction and Identification of miRNA-mRNA Regulatory Networks

The strategy for identifying miRNA-mRNA regulatory relationships was based on two criteria, namely, computational targets prediction and negative regulation association. As the pig data were not available in TargetScan, miRanda was used for computational target prediction (Enright et al., 2003). We required an alignment score > 145 and energy < -10 kcal/mol, as previously suggested (Xin et al., 2009). Pearson’s correlation coefficients (s (PCCs)) and significant *P*-values were used for identification of causal miRNA-mRNA regulatory relationships (Wang and Li, 2009). The method learns a causal structure from expression data, and applies do-calculus to infer regulatory effects (ranging from −1 to 1). We calculated pairwise causal effects between each DE miRNA and mRNA based on their expression across all samples. The criteria for filtering (selection of a negative regulatory relationship) were set at a correlation coefficient < −0.58 and *P* < 0.05. The filtered miRNA-mRNA pairs with a confident inverse expression pattern were overlapped with the base-pairing target prediction results, yielding the final target prediction result.

### Cell Cultures, *in vitro* Myogenesis Induction and Luciferase Reporter Assays

Myoblasts were isolated through a series of preplating steps as previously described (Rando and Blau, 1994; Geotsch et al., 2015). Briefly, Large White newborn pigs (less than 2 days old) were euthanized and submerged in 70% ethanol for 5 min. The hind limbs were removed and muscle was dissected away from the bone and placed in a few drops of warm phosphate-buffered saline (PBS, pH 7.2). The cells were enzymatically dissociated in 2 mL of a 1 mg/mL collagenase/dispase solution (Roche, Basel, Switzerland). The slurry was incubated at 37°C for 40 min with agitation every 10 min to dislodge the cells. The slurry solution was then filtered through a sterile tea sieve and washed with PBS. The filtrate was then centrifuged at 350 × *g* to pellet the cells. After removing the supernatant, the cell pellet was resuspended in 2 mL primary culture medium. Myoblasts were isolated based on the shorter adhesion time of fibroblasts compared with that of myoblasts. The myoblasts were then cultured and myogenesis was induced as previously described (Lu et al., 2000). For overexpression, the *MYOD1* genes containing the 3′-UTR were cloned into the pcDNA.3.1 vector (Invitrogen, Carlsbad, CA, United States), and transfected into the myoblasts by electroporation methods as described by the manufacturer. The miRNA mimics, control mimics, miRNA inhibitor, and control inhibitor were purchased from Riobio Inc. and transfected into cells using Lipofectamine 2000 (Invitrogen).

To create 3′-UTR luciferase reporter constructs, fragments of 3′-UTRs of selected target genes were cloned downstream of a CMV-driven firefly luciferase cassette in the pMir-REPORT vector (Ambion). For miRNA target validation assays, 1 × 10^5^ HEK293 cells in a 24-well plate were transiently transfected with 10 ng of each firefly luciferase reporter plasmids, 10 ng of the pCSK-lacZ vector (for normalization), and 150 ng of miRNA mimics or inhibitors using Lipofectamine 2000 (Invitrogen) according to the manufacturer’s protocol. The transfection experiment was performed in triplicate. After 48 h, cells were lysed and the luciferase activity was determined using a GoMax 96 Microplate Luminometer (Promega). Firefly luciferase activity was normalized to that of β-galactosidase.

## Data Availability Statement

The datasets generated for this study can be found in the sequencing data have been submitted to the NCBI Gene Expression Omnibus (GEO) under accession number GSE81751 (http://www.ncbi.nlm.nih.gov/geo).

## Ethics Statement

The animal study was reviewed and approved by the Regulations for the Administration of Affairs Concerning Experimental Animals (Ministry of Science and Technology, China, revised in June 2004).

## Author Contributions

YH, BY, and XW performed the histochemical and biochemical analyses. JH and XW analyzed the sequencing data and helped to draft the manuscript. DC and BY conceived and organized the study. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

XW was employed by the company of ABlife Inc. The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 https://david.ncifcrf.gov/

2 http://bioinfo.life.hust.edu.cn/AnimalTFDB/

3 http://www.ncbi.nlm.nih.gov/geo

4 http://david.abcc.ncifcrf.gov/

## Supplementary Material

FIGURE S1 Morphology of the *longissimus* muscles using haematoxylin and eosin staining. All areas were photographed at a magnification of ×400; NE/RE indicate normal/reduced calorie supply during gestation; E35, E55, and E90 indicate samples collected at 35, 55, and 90 days of gestation (dg), and P01 indicate 1 day post-partum.

FIGURE S2 Heatmap shows the expression pattern of all DE miRNAs identified during the prenatal muscle development. The sequencing data (reads) were normalized by tags per million (TPM) values [TPM = miRNA total reads/total clean reads × 10^6^].

TABLE S1 Effect of maternal calorie intake on fetal development and reproductive performance of sows (*n* = 20/diet).

TABLE S2 Ingredient and chemical composition of the experimental diets.

FILE S1 RNA/miRNA sequencing data mapping and annotation.

FILE S2 Functional clustering analysis of DE genes at different stages. Top ten significant clusters from each set were selected based on their enrichment scores.

FILE S3 Details of the DE genes identified between NE and RE group at different stages.

FILE S4 Q-PCR validation of RNA/miRNA sequencing data. The results are presented by fold changes of transcript abundance in muscle samples. For the NE35 sample, the fold change in gene/miRNA expression relative to the NE35 equals one, by definition. For each row, different superscript letters indicate a statistically significant difference (*P* < 0.05) in gene expression (Q-PCR) among different groups.

FILE S5 Details of the DE miRNAs identified between NE and RE group at different stages.

FILE S6 Complete lists of DE miRNAs for various comparisons in Venn diagrams.

FILE S7 miRNA-mRNA regulatory pairs and critical signaling pathways identified during the prenatal muscle development.

FILE S8 miRNA-TF interactions identified during the prenatal muscle development.

FILE S9 Lists of the TF-mRNA interactions.

FILE S10 Lists of the primers used in this study.

# Supplementary material for: Transcriptome Characterization of Repressed Embryonic Myogenesis Due to Maternal Calorie Restriction
**Source:** Front Cell Dev Biol. 2020 Jun 26;8:527. doi: 10.3389/fcell.2020.00527
**Supplement:** TABLE S1 — Effect of maternal calorie intake on fetal development and reproductive performance of sows (n = 20/diet).

**TABLE S1: Effect of maternal calorie intake on fetal development and reproductive performance of sows (n=20/diet).**

| **Stages** | **Energy levels** | **Average total no. fetuses / sow** | **Average no. living fetuses / sow** | **Fetal weight (g)** | **Fetal length (cm)** | **Average total no. born / litter** | **Birth weight (kg)** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **E35** | **NE** | 15.25±0.95 | 15.00±1.08 | 5.28±0.17 | 3.72±0.10 | - | - |
| **RE** | 14.75±1.03 | 13.25±1.31 | 6.00±0.39 | 4.00±0.10 | - | - |
| **E55** | **NE** | 12.75±0.95 | 13.67±0.33 | 92.59±2.21 | 12.15±0.18 | - | - |
| **RE** | 14.50±0.96 | 14.25±1.18 | 86.07±3.56 | 11.85±0.28 | - | - |
| **E90** | **NE** | 12.50±0.29 | 12.25±0.48 | 780.03±11.81 | 24.53±0.18 | - | - |
| **RE** | 14.67±0.88 | 14.33±0.67 | 647.18±31.12** | 23.46±0.33* | - | - |
| **P0** | **NE** | - | - | - | - | 12.00±0.82 | 1.58±0.13 |
| **RE** | - | - | - | - | 12.25±0.28 | 1.33±0.21* |

Note: E35, E55, E90 means samples were collected at 35, 55, and 90 days of gestation (dg); P0 means the first day of delivering. Sows were fed with a normal (NE) or calorie-restricted (RE) diet, and details of the sample collection were provided in the text. All data were expressed as “Mean±SEM”. *Means *P*<0.05; **Means *P*<0.01.

# Supplementary material for: Transcriptome Characterization of Repressed Embryonic Myogenesis Due to Maternal Calorie Restriction
**Source:** Front Cell Dev Biol. 2020 Jun 26;8:527. doi: 10.3389/fcell.2020.00527
**Supplement:** TABLE S2 — Ingredient and chemical composition of the experimental diets.

**TABLE S2.** **Ingredient and chemical composition of the experimental diets**

| items | NE | RE |
| --- | --- | --- |
| *Ingredient, %* | | |
| corn | 45 | 45 |
| Soybean meal | 13.6 | 13.6 |
| Wheat bran | 27.8 | 27.8 |
| Soybean oil | 9.1 | 4.5 |
| Wheat fiber | 0 | 2.54 |
| Soybean fiber | 0 | 1.1 |
| Zein fiber | 0 | 0.96 |
| salt | 0.4 | 0.4 |
| choline | 0.14 | 0.14 |
| Calcium carbonate | 1.24 | 1.24 |
| Calcium bicarbonate | 1.99 | 1.99 |
| lysine | 0.1 | 0.1 |
| threonine | 0.1 | 0.1 |
| premix1 | 0.53 | 0.53 |
| total | 100 | 100 |
| *Chemical composition, %* | | |
| DE (Mcal/Kg) | 3.40 | 3.00 |
| CP (%) | 13.49 | 13.92 |
| EE (%) | 2.95 | 2.95 |
| Lys (%) | 0.69 | 0.69 |
| SLD Lys (%) | 0.60 | 0.60 |
| Met+Cys (%) | 0.35 | 0.35 |
| Thr (%) | 0.46 | 0.46 |
| Ca (%) | 0.96 | 0.96 |
| TP (%) | 0.79 | 0.79 |
| AP (%) | 0.48 | 0.48 |

Note 1: Provided the following (per kilogram of complete diet): 170 mg of Fe; 17 mg of Cu; 160 mg of Zn; 35 mg of Mn; 0.3 mg of Se; 0.28 mg of I; 15,500 IU of vitamin A; 3,250 IU of vitamin D3; 16 IU of vitamin E; 5.2 mg of riboflavin; 20 mg of nicotinic acid; 11 mg of pantothenic acid; 0.12 mg of vitamin B12; 0.13 mg of biotin.

How the deposited data were processed for this re-analysis (not part of the article)

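The authors measured polyadenylated RNA and small RNA in fetal longissimus muscle of sows on a normal or a calorie-restricted diet at 35, 55 and 90 dg, with 1 library per diet and stage for each assay. The authors aligned mRNA reads with TopHat2 to Sscrofa10.2, discarded reads with more than 1 genome location, and deposited counts per gene, not normalized, and RPKM, rounded to 2 decimals. For small RNA the authors trimmed adaptors, kept sequences of 16 to 26 nt and deposited counts per miRNA and TPM, which are scaled to the reads on mature miRNAs. Columns of the restricted diet are named SE in the deposited tables and were read as RE, and 2 columns that match no sample were not used. Folds and log2 ratios were computed here from the deposited counts, RPKM or TPM, and percent values of mapped and Rfam reads are those the authors give in Supplementary File S1.

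Counts were analysed with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. A gene was compared between 2 libraries if it had at least 1 CPM in 1 of them, on TMM-scaled CPM with a prior count of 2. Counting intervals are exact conditional binomial intervals of 95%. The quasi-likelihood test of edgeR used diet and stage as factors and genes with at least 1 CPM in at least 2 libraries, and miRNAs with at least 10 reads in at least 2 libraries, with Benjamini-Hochberg adjusted p under 0.05. The set test used camera with a preset correlation of 0.01 and with an estimated one. Fisher's exact test on miRNA reads used p under 0.01 and a fold above 2, two-sided. Medians of lists were set against 10000 random lists drawn within 10 bins of mean log2 CPM. Named genes beyond those of the paper are the 5 highest and 5 lowest with a symbol and at least 5 CPM in a comparison, and up to 3 members per list, and some of these genes are not reported here. Of 19158 identifiers 11379 had a symbol, and for 93 the symbol differs between the 2 sources. Where a gene had 0 counts a bound was computed from a floor of 3 counts.

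Total counts were 11091317 to 12985505 per mRNA library and 1522142 to 3811231 per miRNA library. On data simulated at this depth with counting error only, 198 to 200 of 200 genes with a 4-fold change passed 2-fold between 2 libraries. So did 70 to 101 unchanged genes. Variation between animals was not simulated there, so these numbers do not give the error to expect with it. On counts simulated with the fitted dispersion, the quasi-likelihood test found 33 of 50 genes with a 4-fold change between stages and 43 of 50 between diets. With a 2-fold change it found 3 and 4 of 50. Fisher's exact test found 40 of 40 miRNAs with a 4-fold change, on libraries simulated with counting error only. Of 200 random lists 8 lay outside the central 95%.

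Alternatives covered scaling, filters, tests, pseudocounts and leaving out libraries. Protein, histology and luciferase measurements were not analysed here.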

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

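The tests of kidney tissue, depth, neural tissue and other splits named here, and ALB as the value for hepatocytes, were chosen after seeing results, while the test on the hepatocyte list was written before.

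Of 14 measures per library, 3 had a value that stood apart by Dixon's test. The paper's share of mapped reads was 68.84% in the mRNA library of RE90 (ratio 0.641). In the miRNA library of NE35, the paper's share of Rfam reads was 33.52% for transfer RNA (ratio 0.698) and 58.89% for miRNAs (ratio 0.739). About 1 in 20 groups stands out by chance.

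Some lists moved in opposite directions between stages, and the differences between stages were not tested. In RE against NE the median log2 ratio of shared sarcomere genes was 1.03 at 35 dg and −0.48 at 55 dg, and that of fast fiber genes was 0.92 and −0.84. Slow fiber genes were at 0.74 at 35 dg, 1.33 at 55 dg and −1.42 at 90 dg. Glycolysis genes were at −0.21 at 35 dg and 0.41 at 55 dg, and immediate early genes at −1.65 at 35 dg and 1.11 at 90 dg. Tendon genes were at 0.74, −0.89 and 0.87 at the 3 stages, and muscle miRNAs at 0.76 at 35 dg and −0.4 at 90 dg. Each ratio compares 1 library per diet within a stage, so an effect of diet cannot be told from differences between single libraries.

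Transcripts of other tissues were picked out after their values were seen, and the paper does not discuss them. They are 1604 counts of CDH16 and 1049 counts of KNG1 in NE35, 530 reads of miR-202-5p in NE35 and 695 reads of miR-124a in RE90.

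For the genes more than 2-fold higher in NE35 than in RE35, kidney or mesonephros tissue in the NE35 sample was weighed. The kidney and mesonephros list had a median log2(NE35/RE35) of 5.61, as this explanation requires. Most measured members reached 1 CPM in a single library, so the direction, though not the size, was partly set by the filter. For hepatocytes the list median was 3.19, which met the test written before, with AFP at 859 counts against 8, but ALB was at −0.65 and is not higher in NE35. TF had 364 counts in NE35 and 13 in RE35, and F2 221 and 7. In contrast CPS1 had 288 and 396, APOA1 5 and 7, and FGB 2 and 5. APOA2, APOB and FGG had 0 counts in both libraries, while TTR had 3 in NE35 and 0 in RE35, and AHSG 19 and 0. The members are mixed, so the list does not decide. For a difference in sequencing depth, the ratio of total counts was 1.06, under the 2-fold that this explanation requires. An effect of diet on the same genes remains open.

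For the neural miRNAs higher in RE90 than in NE90, neural tissue in the RE90 sample was weighed. The neuron list had a median log2(RE90/NE90) of 2.08, which met the test. Against it, members with at least 5 CPM had a median of 0.34, the Schwann cell list was at −0.09, and SYT1 had 36 counts in RE90 against 38, while STMN2 had 540 against 79, NEFL 195 against 87, INA 40 against 7, TUBB3 40 against 5 and PRPH 32 against 0. An effect of diet remains open.

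For genes and miRNAs that change with diet across stages, 10 splits of the 6 libraries into 3 and 3 exist, which are too few for a share under 0.05. The real split called 0 genes and 0 miRNAs, and since no split can call fewer, the comparison decides nothing. The highest other split called 79 genes and 4 miRNAs. With stage as a block, the 2 splits with 79 genes are the same contrast of NE35 with RE35 alone, which is a contrast of diet at 35 dg and shows nothing about the other stages. Of the 3 other splits that part each stage pair, 1 called 0 genes and 2 called 20 and 40. Diet effects that turn round at 1 stage would give the same calls. The number to expect without any effect is not known, so no conclusion is drawn.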

How the results depend on the processing

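The alternatives below were set before the data were examined, except where a sentence says that one was chosen after seeing the data. No paired analysis was possible because the labels carry no replicate numbers that pair animals, and the test of diet took stage as a block in place of that.

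The number of genes above 2-fold depends most on the filter and on the test. Without a filter on CPM it was 4138 between NE55 and NE90, 2607 between NE35 and RE35 and 3523 between NE90 and RE90. With at least 5 CPM it was 1791 between NE55 and NE90, and 854, 1725 and 1303 between diets at 35, 55 and 90 dg. An edgeR exact test with an assumed biological coefficient of variation of 0.4 called 946 genes between NE35 and NE55, 132 between NE55 and NE90, and 462, 127 and 101 between diets. With 0.2 it called 1594 between NE55 and NE90, and 1482 and 1164 between diets at 55 and 90 dg. With the dispersion that best matches Supplementary File S3 it called 1492 and 397 between stages, and 641, 332 and 256 between diets. Settings chosen after seeing the data gave other numbers. The exact test with dispersion 0.1 and TMM over the 2 libraries compared called 1509 and 386 genes between stages and 644, 332 and 252 between diets. Counting intervals wholly beyond 2-fold numbered 2513 and 1061 between stages and 779, 925 and 703 between diets. The division into higher and lower also moves with RPKM, which gave 327 higher and 1328 lower in RE35, and 1919 higher and 511 lower in RE90.

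In the quasi-likelihood test of 55 against 35 dg, 688 genes were called without a filter, 532 by DESeq2 and 428 without the diet covariate. With 1 library left out the number ran from 65 without NE35 to 1425 without RE55. For 90 against 55 dg, 49 genes were called without a filter and 47 by DESeq2, and from 10 without RE90 to 275 without RE55 with 1 library left out. For diet, 54 were called without a filter, 3 by DESeq2, 55 without both 55 dg libraries, 18 without both 90 dg libraries and 0 without both 35 dg libraries. For miRNAs at 55 against 35 dg, 0 were called without NE35, 2 without RE35, 10 without NE55, 12 without RE55, and 125 and 138 without NE90 and RE90. At 90 against 55 dg 3 miRNAs were called by DESeq2 and 7 without NE90, and 1 miRNA was called for diet without both 90 dg libraries. The cause of these shifts was not tested.

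Differences between correlations of libraries reversed on other scales. For mRNA, r of NE35 with RE35 minus r of NE55 with RE55 was 0.075 for RPKM without logarithm and 0.011 with a pseudocount of 10, and minus r of NE90 with RE90 it was 0.014 and 0.004. The difference of RE35 with RE55 from RE35 with NE35 was −0.062 and −0.004. Without logarithm the difference of NE55 with NE90 from NE35 with NE55 was 0.271, and that of RE35 with RE55 from NE35 with NE55 was 0.244. For miRNAs these were 0.252 and 0.125 without logarithm and 0.205 and 0.115 for squared r, the first was 0.055 over all miRNAs listed, and the difference of RE35 with RE55 from RE35 with NE35 was −0.082 without logarithm.

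Fisher's exact test on miRNA reads takes no account of variation between animals. The exact test of edgeR with an assumed coefficient of 0.4 called 71, 1, 16, 2, 6, 29 and 11 miRNAs in NE55 against NE35, NE90 against NE55, RE35 against NE35, RE55 against NE55, RE90 against NE90, RE55 against RE35 and RE90 against RE55. With clean reads as the total, 114 miRNAs were called in RE35 against NE35.

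The correlation of MYOD1 with NC_010454.3_1179 was 0.278 without both 90 dg libraries. Among pairs chosen after seeing the data, that of MEF2D with NC_010447.4_13814 was 0.415 without both 35 dg libraries, that of SRF with miR-30c-3p was −0.962 without both 35 dg libraries, and that of HDAC4 with NC_010454.3_1347 was −0.0334 with TMM scaling and −0.485 without both 35 dg libraries. Pairs of transcription factors and genes numbered 26638 for genes with an RPKM of at least 5 and 22402 without NE35, where a stricter limit of r (0.959) applied. The median of the neuron list in RE35 against NE35 was −0.24 for members with at least 5 CPM. With RPKM, HK1 was at 0.1 in RE90 against NE90 and SRF at −0.13 in NE55 against NE35.

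RPKM moved the median log2 ratio of all genes to −0.47 in NE55 against NE35, −0.24 in NE90 against NE55, −0.1 in RE35 against NE35, 0.11 in RE55 against NE55 and 0.3 in RE90 against NE90. TPM moved that of all miRNAs to −0.62, −0.15, 0.04, 0.22 and 0.06.

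Of the alternatives to the main comparisons, 165 kept the result, 75 moved it and 7 reversed it. A count was taken as kept where its total lay within 1.5 times of the main total. Its division into higher and lower could still turn round, as it did with RPKM for RE55 against NE55. For list medians 601 were the same, 13 moved and 1 reversed, and for named genes 635 were the same, 103 moved and 2 reversed. For pairs 13 were the same, 2 were stronger and 3 reversed. With an estimated correlation each of the 43 calls of the set test was weaker, a setting that no list passed with 2 residual degrees of freedom. At this depth a floor of 3 counts stands for 0.213 to 0.305 CPM, so a gene below it cannot be told from 0.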

Differences from the paper's values

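The exact test with dispersion 0.1 and TMM over the 2 libraries compared was chosen after seeing the values, as were ratios of reads without normalization. The other alternatives named here were set before the data were examined. A difference in a count is said to close where the values lie within 1.5 times of each other, which is not equality.

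For genes changed by diet, 1657 were above 2-fold at 35 dg where the paper gives 644, 2601 at 55 dg where the paper gives 332, and 2172 at 90 dg where the paper gives 252. The paper's numbers also require a P under 0.01, while those here rest on fold alone. At 35 dg the difference closed with at least 5 CPM (854), with the edgeR exact test at an assumed coefficient of variation of 0.4 (462) and at the dispersion that best matches Supplementary File S3 (641). It did not close with RPKM, DESeq2 size factors, the upper quartile, no filter, a prior count of 0.5 or a coefficient of 0.2. At 55 and 90 dg it closed at the matched dispersion alone (332 and 256). The added exact test, chosen after seeing the values, called 644, 332 and 252 genes, the genes of Supplementary File S3, with 0 of the paper's genes dropped.

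From 35 to 55 dg, 108 miRNAs were called in NE only where the paper gives 64, and 33 in RE only where the paper gives 16. TMM closed both (74 and 22), and the total implied by the deposited TPM did not.

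For pairs of transcription factors and genes, 101 factors passed where the paper gives 49, and no alternative closed this. The pairs held 7992 target genes where the paper gives 4097, and genes with an RPKM of at least 5 closed this (5367), while log2 values and leaving out NE35 did not. Of the paper's 243 pairs of miRNAs and factors, 158 were at or below the limit, and neither Pearson's r nor TMM closed this. The correlation of MYOD1 with NC_010454.3_1179 was −0.485 where the paper gives −0.776, and that of MEF2D with NC_010447.4_13814 was −0.198 where the paper gives −0.629. Neither TMM nor Spearman's rho (−0.543 and −0.257) closed these. Of the coefficients of the 243 pairs in Supplementary File S8, 180 lie within 0.0001 of the steps that rank correlations over 12 values without ties take, while 6 libraries were used here, so these correlations and the number of pairs at the limit are not on like samples.

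In Supplementary File S4 the paper's RNA-seq fold of RE35 against NE35 differed for 15 of the names, and TMM closed none of them. For MYH6 it was 1.93 where the paper gives 1.13, for miR-378b-3p 2.04 where the paper gives 0.965, for miR-20b 0.479 where the paper gives 0.92, and for miR-30c-5p 0.476 where the paper gives 0.915. For miR-4332 it was 0.376 where the paper gives 0.721, for miR-376a-5p 1.4 where the paper gives 2.69, and for miR-181a 1.18 where the paper gives 0.617. For NC_010454.3_1179 it was 2.65 where the paper gives 5.84, for NC_010447.4_13656 0.0721 where the paper gives 0.138, and for NC_010448.3_14733 0.0603 where the paper gives 0.116. For NW_003539007.1_21524 it was 1.43 where the paper gives 2.75, for NC_010452.3_53 0.556 where the paper gives 1.07, and for NC_010448.3_15620 1.77 where the paper gives 3.4. For NC_010449.4_16480 it was 0.752 where the paper gives 1.44, and for NC_010446.4_12775 0.129 where the paper gives 0.248. Ratios of reads without normalization, chosen after seeing the values, are within 5% of the paper's values for 11 of these 15, at 0.92 for miR-20b, 0.915 for miR-30c-5p, 0.721 for miR-4332, 2.69 for miR-376a-5p, 0.138 for NC_010447.4_13656, 0.116 for NC_010448.3_14733, 2.75 for NW_003539007.1_21524, 1.07 for NC_010452.3_53, 3.4 for NC_010448.3_15620, 1.44 for NC_010449.4_16480 and 0.248 for NC_010446.4_12775. Over all libraries read ratios are within 5% for 57 of 175 miRNA values and ratios of TPM for 97, and 18 names match ratios of TPM throughout. For NC_010454.3_1179 the values labelled qPCR are within 5% of the deposited read ratios. The entry miR-378, apart from miR-378b-3p, had 929.64 TPM in NE35 and 897.03 in RE35, a fold close to the 0.965 that the paper gives for miR-378b-3p.

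Directions and rankings differ in some places. By fold alone fewer genes differed between diets at 35 dg (1657) than at 55 dg (2601) or 90 dg (2172), where the paper finds most at 35 dg. The exact test at the dispersion matched to the paper's values kept the paper's order (641, 332 and 256). Among NE libraries EGF was highest at 90 dg, and PPARG at 90 dg by CPM and at 55 dg by RPKM, where the paper places them at 35 dg. SIRT1, which the paper also places there, was highest at 55 dg by CPM, while its RPKM of 4.59 at 55 dg and 4.51 at 35 dg is too close to rank. MYF6 and the miRNAs miR-362 and NW_003539007.1_21524 were highest at 90 dg, where the paper places them at 55 dg. SIRT1 and LIPE did not differ between RE35 and NE35 beyond counting error.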

Other observations

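NE35 holds more transcripts of kidney and gonad than RE35 and NE55 do. The hypothesis that tissue next to the muscle was collected with the NE35 sample predicts that gene and miRNA markers of the same organ move together. The gene list of gonad and adrenal had a median log2 ratio of −5.46 in RE35 against NE35, and −4.99 with genes at 0 counts set to their bound, and that of simple epithelium had a median of −4.16. Of the gonad and adrenal list, 2 genes had at least 1 CPM in at least 2 libraries, so its direction was partly set by the filter. This hypothesis and its test were chosen after seeing the data, and a second sample of the same stage and diet would be needed to separate dissection from diet.

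Cartilage genes were higher in RE than in NE at 35 and 90 dg, and at 55 dg their median log2 ratio was −0.44 (percentile 5.6), with 5 of 15 genes more than 2-fold lower and 6 positive. Over all 6 libraries the median log2 fold change of the list was 1.36, and 5 of 15 genes were higher when adjusted over the list alone, while 0 passed over all genes tested. The set test gave an adjusted p of 8.03e-14 with a preset correlation and of 0.773 with an estimated correlation from limma. With the latter no list passed in any comparison, so it cannot decide. The estimated correlation of the cartilage list was 0.716, far above the preset one. If members are correlated to that degree, the preset p is too small. Neither setting decides, and no call on diet is made for this list. The list was fixed before the deposited tables were examined, but values of some members of the lists had been seen in the paper's supplementary files.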
